# The DREAM complex promotes gene body H2A.Z for target repression

**DOI:** 10.1101/gad.255810.114

**Published:** 2015-03-01

**Authors:** Isabel Latorre, Michael A. Chesney, Jacob M. Garrigues, Przemyslaw Stempor, Alex Appert, Mirko Francesconi, Susan Strome, Julie Ahringer

**Keywords:** *C. elegans*, H2A.Z, Retinoblastoma/DREAM, transcriptional repression

## Abstract

The DREAM (DP, Retinoblastoma [Rb]-like, E2F, and MuvB) complex controls cellular quiescence by repressing cell cycle genes, but its mechanism of action is poorly understood. Here we show that *Caenorhabditis elegans* DREAM targets have an unusual pattern of high gene body HTZ-1/H2A.Z. In mutants of *lin-35*, the sole p130/Rb-like gene in *C. elegans*, DREAM targets have reduced gene body HTZ-1/H2A.Z and increased expression. Consistent with a repressive role for gene body H2A.Z, many DREAM targets are up-regulated in *htz-1*/H2A.Z mutants. Our results indicate that the DREAM complex facilitates high gene body HTZ-1/H2A.Z, which plays a role in target gene repression.

## Abstract (precis)

The DREAM (DP, Retinoblastoma [Rb]-like, E2F, and MuvB) complex controls cellular quiescence by repressing cell cycle genes. Latorre et al. show that *Caenorhabditis elegans* DREAM targets have an unusual pattern of high gene body HTZ-1/H2A.Z. In mutants of *lin-35*, the sole p130/Rb-like gene in *C. elegans*, DREAM targets have reduced gene body HTZ-1/H2A.Z and increased expression. Consistent with a repressive role for gene body H2A.Z, many DREAM targets are up-regulated in *htz-1*/H2A.Z mutants.

The DREAM (DP, Retinoblastoma [Rb]-like, E2F, and MuvB) complex is a key regulator of cellular quiescence, and its eight core components are conserved in worms, flies, and humans (Korenjak et al. 2004; Lewis et al. 2004; Harrison et al. 2006; Litovchick et al. 2007). In mammals, DREAM represses cell cycle progression genes (Litovchick et al. 2007; for review, see Sadasivam and DeCaprio 2013). Many of the same genes are also targets of the homologous complex in worms and flies—DRM in *Caenorhabditis elegans* and dREAM in *Drosophila*—where the complex inhibits cell cycle progression and also regulates genes involved in differentiation and germline development (Sadasivam and DeCaprio 2013). As dysregulation of DREAM components and its targets is frequent in cancer, understanding its mechanism of action is an important area of study.

DREAM consists of an Rb-like pocket protein, p130; an E2F protein and its heterodimeric DP partner; and a five-component MuvB core (LIN9, LIN37, LIN52, LIN54, and RBBP4). Although the conserved requirement for DREAM in repression of cell cycle genes is well documented, DREAM does not possess any known enzymatic activity, and how the complex mediates repression is poorly understood. Components of DREAM can interact with a variety of other chromatin regulators, such as the Sin3B repressor complex, histone deacetylases (HDACs), Swi/Snf components, and Polycomb-repressive complexes, implicating interacting factors as contributing to repression (Blais and Dynlacht 2007; Grandinetti and David 2008; Dimova 2011; Fiorentino et al. 2013). Here we show that enrichment of the histone variant H2A.Z/HTZ-1 on target gene bodies is part of the repression mechanism of DREAM in *C. elegans.*

## Results and Discussion

### Genome-wide profiling of DREAM binding

We profiled the genomic distribution of the eight *C. elegans* DREAM complex members (LIN-35/Rb-like p130, EFL-1/E2F, DPL-1/DP1, LIN-9, LIN-37, LIN-52, LIN-54, and LIN-53/RBBP4) in L3 larvae and embryos using chromatin immunoprecipitation (ChIP) followed by high-throughput sequencing (ChIP-seq) (Fig. 1A; see the Materials and Methods; Supplemental Table S1). The data sets overlap substantially with previously published binding data for individual DREAM proteins at various stages and in various tissues (LIN-54, LIN-35, EFL-1 and DPL-1) (Supplemental Fig. S1; Tabuchi et al. 2011; Kudron et al. 2013). DREAM complex members bound 1619 regions in L3 larvae and 2076 in embryos. Of these, 1350 regions overlapped, indicating similar targets at the two stages (Supplemental Fig. S2A; Supplemental Table S2). Differences in the numbers of peaks identified per factor and per stage appear to be primarily technical; we did not see enrichment for particular subgroupings of factors (see the Materials and Methods; data not shown). Overall, we defined 490 high-confidence sites bound by all eight DREAM members (DREAM-8) in L3 and 361 in embryos (Supplemental Table S1; Supplemental Fig. S2B). These sites showed significant enrichment for motifs previously associated with the DREAM components EFL-1 and LIN-54 (Supplemental Fig. S3; Kirienko and Fay 2007; Tabuchi et al. 2011; Kudron et al. 2013). In this study, we focus on the high confidence DREAM-8 binding sites.

**Figure 1.**
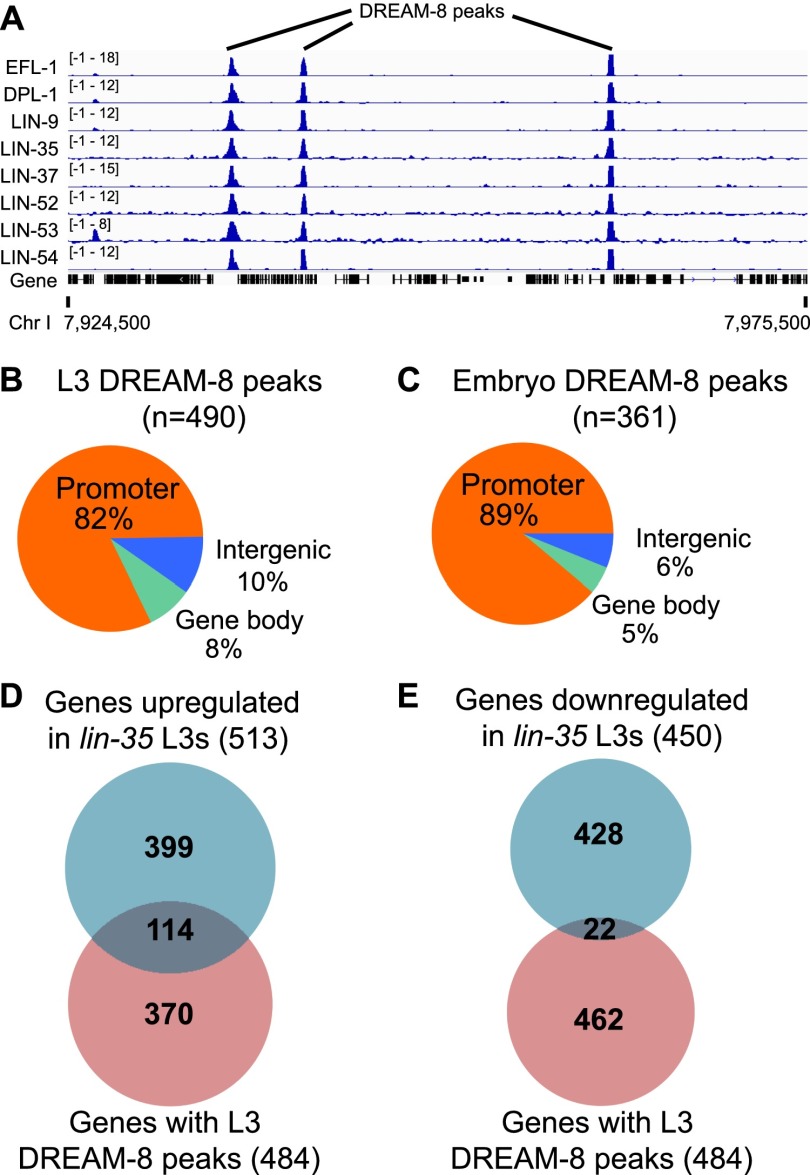
Features of *C. elegans* DREAM peaks. (*A*) Genome browser view of a region from ChrI showing *Z*-score normalized ChIP-seq signal for all eight DREAM complex subunits at the L3 stage. (*B*,*C*) Locations of L3 stage (*B*) and embryo (*C*) DREAM-8 peak regions with respect to genes. (*D*,*E*) Venn diagrams of the overlap between L3 stage DREAM-8 genes and genes up-regulated (*D*) or down-regulated (*E*) in *lin-35(n745)* mutant L3s.

### DREAM is associated with broadly expressed genes

We found that most DREAM-8 sites are located at promoters (Fig. 1B,C; Supplemental Table S3). At both the embryo and L3 stages, DREAM-8 genes have intermediate to high levels of gene expression (Supplemental Fig. S4A,B). Markers of gene activity (H3K4me3, H3K36me3, and HTZ-1/H2A.Z) and repression (H3K27me3) on DREAM-8 genes have patterns similar to those on broadly expressed genes and dissimilar to profiles on tissue-specific genes, suggesting that DREAM-8 genes are likely to be broadly expressed (Fig. 2A–G). We also observed that many DREAM-8 genes have an unusually high level of HTZ-1/H2A.Z on their transcribed regions (Fig. 2E), which we investigate below.

**Figure 2.**
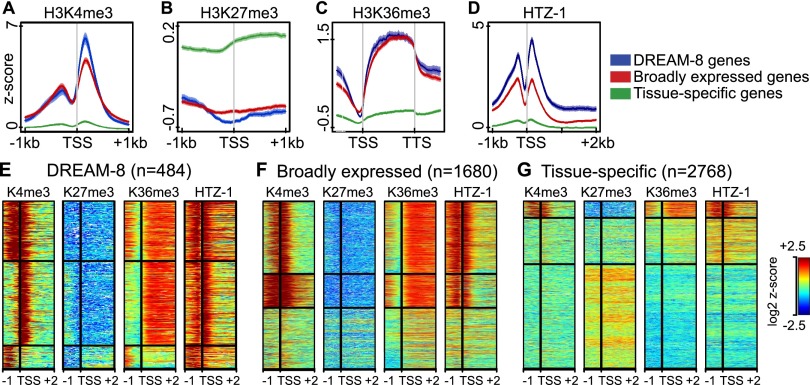
DREAM-bound genes display features of broadly expressed genes. (*A–D*) Average *Z*-score profiles for the specified gene sets of normalized signal/input of H3K4me3 (*A*) and H3K27me3 ± 1 kb centered on the transcription start site (TSS) (*B*), H3K36me3 ± 1-kb region from anchors on the TSS and transcription termination site (TTS) (*C*), and HTZ-1 1 kb upstream of and 2 kb downstream from the TSS (*D*). (*E–G*) Heat map analysis of log_2_ *Z*-scores of normalized signal/input for the indicated features and gene sets over regions extending from 1 kb upstream of the TSS to 2 kb downstream. To aid visualization of patterns, genes were separated into three groups using K-means clustering.

### Identification of direct DREAM target genes

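RNA-seq measured the mRNA of whole L3 larvae of 3 genotypes with 2 libraries each. They were wild type (N2, the reference laboratory strain), lin-35(n745) mutants, which lack the Rb/p130-like subunit of DREAM, and htz-1 mutants, which lack zygotic HTZ-1/H2A.Z. Larvae were grown at 20°C and libraries were made from 2 µg of total RNA. By the sample labels, embryos from bleached liquid cultures hatched in buffer over 24 to 42 h, and N2 and lin-35 larvae were cleaned on a sucrose gradient at the L3 stage. The authors aligned the reads to the WS220/ce10 assembly with BWA 0.6.2, counted them per gene with HTSeq in union mode and deposited the RPKM (reads per kilobase of gene model, scaled to library depth) of 15568 genes in each library. The RPKM steps gave whole reads for all 15568 genes in the 6 libraries within 0.002 reads, which places the totals behind the values at 18301926 and 15109108 reads in the N2 libraries, 14935013 and 15160708 in lin-35 and 17416923 and 13604791 in htz-1. Between 73.9% and 77.2% of them lay in the listed genes. From there, each library was divided by a median-of-ratios size factor, and the 9679 genes with a mean RPKM of at least 1 were tested with limma on log2(RPKM + 0.5), with 1 estimate of the spread for the 3 genotypes. Fold changes on this scale understate those of low genes. Neither the paper nor the labels say whether the 2 libraries of a genotype came from separate cultures, so that p-values measure the spread between these libraries, which may be technical.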

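In lin-35 larvae, 1175 genes were higher and 1125 were lower than in N2 at an adjusted p under 0.05 from limma. Among genes with a mean RPKM above 1 in both genotypes, the largest rise was in B0507.8, with 1.50 and 2.02 RPKM in the N2 libraries and 259 and 152 RPKM in the lin-35 libraries (log2 fold change 6.30, standard error 0.25, adjusted p = 3.16e-05 from limma). The innexin gene inx-22, which encodes a gap junction subunit, went from 2.40 and 2.60 RPKM to 112 and 101 RPKM. The P granule gene pgl-3, a germline RNA granule component, rose by a log2 fold change of 4.17 (standard error 0.14), and pals-26 and eol-1, both members of the intracellular pathogen response list, rose by 4.51 and 4.48. By the same rule the deepest falls were in ugt-13, a glucuronosyltransferase gene (log2 fold change -3.45, standard error 0.61, adjusted p = 0.007 from limma), in the copper transporter gene chca-1 (-3.18, standard error 0.19) and in the arginine kinase gene argk-1 (-3.18, standard error 0.28). Also lower were nspb-6 (-3.10) and fipr-6 (-2.93), members of families of short, similar genes whose reads may be shared. Of the 8 DREAM subunits, 4 rose and none fell (4 when adjusted over the list alone, and 0 lower at an unadjusted p under 0.05 in limma or adjusted in limma-voom): dpl-1 by 1.23, efl-1 by 1.17, lin-53 by 0.69 and lin-9. limma's camera gave this list an adjusted p of 0.0189, and adjusted p = 0.183 with an estimated correlation. The lin-35 transcript itself was at 12.1 and 11.1 RPKM in N2 and 12.8 and 13.3 RPKM in lin-35. n745 is a nonsense allele, so this level does not check the labels.
With an adjusted p under 0.001, a fold above 1.5 and a mean RPKM above 1 in both genotypes, 193 genes were higher and 96 were lower in lin-35. The first pair of counts depended on N2: 1162 genes passed without N2 replicate 1 and 1111 without N2 replicate 2. The stricter total of 289 fell to 19 and 36 without these N2 libraries, to 24 and 37 without lin-35 replicates 1 and 2 and to 192 without htz-1 replicate 2, and the RPKM as deposited gave 1781 higher and 592 lower genes at an adjusted p under 0.05, with the median of all tested genes at 0.15 log2 units.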

To investigate gene expression regulation by DREAM, we carried out gene expression profiling by RNA sequencing (RNA-seq) at the L3 stage, identifying 963 misregulated genes in *lin-35/*Rb-like p130 mutants (Supplemental Table S4). Of the 484 genes bound by DREAM-8 at the L3 stage, 28% (136 genes) were misexpressed in *lin-35* mutants, with 84% of these up-regulated, consistent with previous studies indicating that DREAM generally functions as a transcriptional repressor (Fig. 1D,E; Chi and Reinke 2006; Kirienko and Fay 2007; Petrella et al. 2011). 

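DREAM-8 genes, those with all 8 DREAM members at their promoter in L3 ChIP-seq, rose in lin-35 larvae more often than other genes. Table S3 lists 532 of them, of which 492 are in the deposited table and 477 were tested. At an adjusted p under 0.05 from limma, 155 were higher and 70 were lower than in N2 (163 and 83 when adjusted over the list alone). The 155 are 32.5% of the DREAM-8 genes tested, against 1020 of 9202 other genes (11.1%; odds ratio 3.86, Fisher's exact test, two-sided p = 1.52e-33). Lower genes were also somewhat more frequent on the list (odds ratio 1.33, p = 0.0398 from the same test), and the median log2 fold change was 0.07 in DREAM-8 genes and -0.02 in the others. limma's camera gave this list p = 0.00141 with its preset correlation and p = 0.134 with an estimated correlation, both unadjusted.
Among DREAM-8 genes with a mean RPKM above 1 in both genotypes, the largest change was in R02F2.4, with 1.07 and 1.25 RPKM in the N2 libraries and 43.7 and 33.5 RPKM in the lin-35 libraries (log2 fold change 4.38, standard error 0.18, adjusted p = 3.6e-05 from limma). The kinetochore gene kbp-3 went from 10.5 and 12.0 RPKM to 135 and 100.0 RPKM. Kinetochore gene mis-12 rose by a log2 fold change of 2.18 (standard error 0.12), citron kinase gene citk-1 by 2.30 (standard error 0.14) and tipn-1, the ortholog of the replication fork protein TIPIN, by 2.81 (standard error 0.10). C07E3.9, K08F4.3 and csa-1 rose by 2.38, 2.14 and 2.09. All 10 DREAM-8 genes with the largest change by this rule were higher in lin-35.
At an adjusted p under 0.001 with a fold above 1.5 and a mean RPKM above 1 in both genotypes, 57 DREAM-8 genes were higher and 7 were lower, so that 89.1% of the changed ones rose. This count of 57 fell to between 3 and 5 without any single N2 or lin-35 library and to 37 without htz-1 replicate 2, and with the RPKM as deposited the split at an adjusted p under 0.05 was 182 higher and 34 lower. The paper sets the excess of up-regulated genes among the misexpressed DREAM-8 genes beside earlier studies of DREAM as a transcriptional repressor.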

Similar to DREAM targets in humans, the DREAM-8 genes up-regulated in *lin-35* mutants are highly enriched for cell cycle and cell division-related functions (Supplemental Table S5; Litovchick et al. 2007). 

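Cell cycle genes rose together in lin-35 larvae. Of 113 genes on 4 lists of cell cycle genes, 83 were higher than in N2 and none was lower at an adjusted p under 0.05 from limma (88 higher and 0 lower at an unadjusted p under 0.05, and 83 higher and 0 lower with limma-voom). Of 15 cyclins and mitotic kinases, 10 rose (10 when adjusted over the list alone), among them the Aurora kinase genes air-1 (log2 fold change 1.86, standard error 0.10) and air-2 (1.40, standard error 0.11), the Cdk1 gene cdk-1 (1.37, standard error 0.08) and the Polo kinase gene plk-1 (1.16, standard error 0.11). Of 34 chromosome segregation genes, 26 rose (26 over the list alone), with log2 fold changes of 1.63 for the condensin gene capg-2, 1.39 for the kinetochore gene knl-3 and 1.34 for icp-1, which encodes the INCENP ortholog. Of 20 spindle and centrosome genes, 12 rose (12 over the list alone), such as the centriole gene sas-6 (1.66) and tpxl-1 (1.49), an activator of Aurora A. The near-identical genes gpr-1 and gpr-2, whose reads cannot be told apart with certainty, were at 1.58 and 1.69. Of 44 DNA replication genes, 35 rose (38 over the list alone), including the origin recognition genes orc-3 (1.79) and orc-5 (1.53), the GINS gene psf-3 (1.62) and cdt-2 (1.70), whose product marks the licensing factor Cdt1 for destruction. Of 32 DNA repair genes, 16 rose and none fell (16 over the list alone), with the translesion polymerase gene polk-1 at 1.62 and the Fanconi helicase gene fncm-1 at 1.56.
Among the 155 DREAM-8 genes higher in lin-35, 50 were on these 5 lists (32.3%), against 10 of the 322 other DREAM-8 genes tested (3.11%; odds ratio 14.9, Fisher's exact test, two-sided p = 3.48e-18). Cell cycle genes outside the DREAM-8 list were higher too, with a median log2 fold change of 0.69 in 60 genes against 1.04 in 53 DREAM-8 genes (difference 0.35, 95% bootstrap interval over genes, with the libraries fixed, 0.12 to 0.66). Markers of meiosis and P granules outside the DREAM-8 list, which mark germ cells, were higher for 9 of 44 genes in lin-35, with 7 lower without lin-35 replicate 2 and none with all libraries (3 at an unadjusted p under 0.05 in limma). limma's camera gave the 5 lists adjusted p values from 2.7e-16 (DNA replication) to 8.54e-06 (cyclins and mitotic kinases). With an estimated correlation none of the 5 passed, at adjusted p = 0.198 for DNA replication and adjusted p = 0.146 for each of the others.

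**Figure D1:**
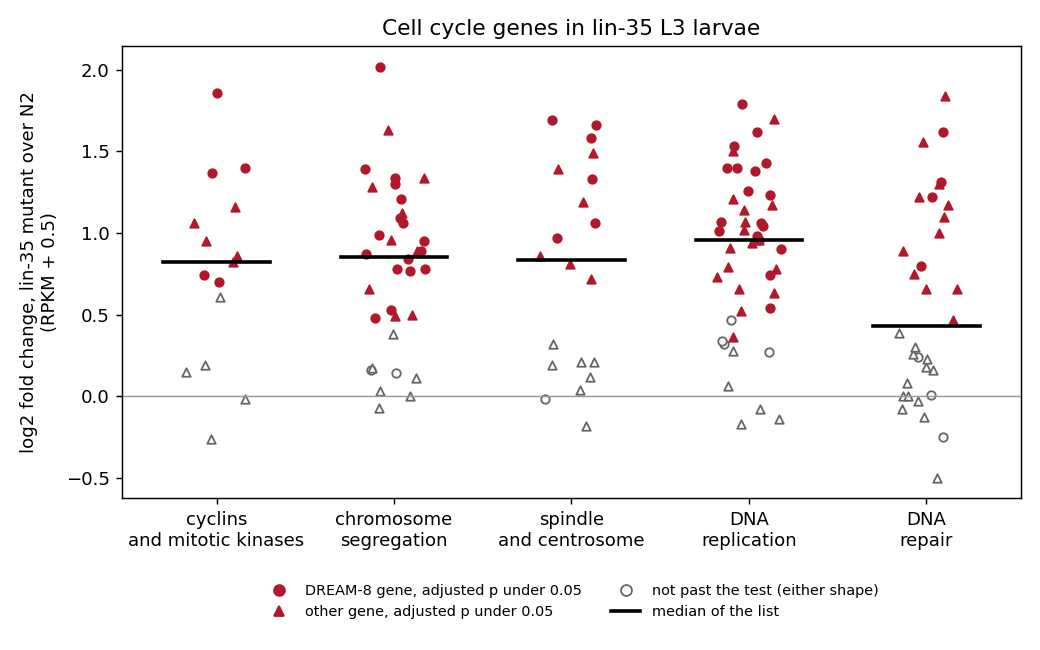
Log2 fold change of lin-35 over N2 on the RPKM + 0.5 scale (y axis) for each tested gene of the 5 lists (x axis). Circles are DREAM-8 genes and triangles other genes, filled in red at an adjusted p under 0.05 and open otherwise, and the bars are the medians of the lists (from 0.43 in DNA repair to 0.96 in DNA replication).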

Using *lin-35* expression data as a proxy for DREAM function, we define direct DREAM targets as genes up-regulated in *lin-35* mutants and bound by DREAM-8 and indirect DREAM targets as those up-regulated in *lin-35* mutants but not bound by any DREAM member.

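The 513 genes that Table S4 lists as up-regulated in lin-35 divide by its binding marks into 114 bound by all 8 members, 195 bound by any member (the 114 included) and 318 bound by none. These lists were drawn by the study from the same libraries, so their direction is not independent evidence. All 114 and all 318 were higher at an adjusted p under 0.05 from limma, with median log2 fold changes of 1.15 in the genes bound by all 8 and 1.25 in those bound by none. Y54G9A.5 and the condensin gene hcp-6, both marked as bound by all 8, rose by log2 fold changes of 3.32 (standard error 0.22) and 2.02 (standard error 0.10, adjusted p = 7.1e-05 from limma). Among genes with no mark, Y68A4A.13 rose by 5.99 (standard error 0.33), pals-6 by 5.06 (standard error 0.26) and the ribonuclease H gene rnh-1.3 by 4.86 (standard error 0.30). The translesion polymerase gene polh-1 and lin-9, which carry no mark in Table S4, rose by 1.84 (standard error 0.13) and 1.47 (standard error 0.13).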

### Direct DREAM targets are repressed but not completely silenced

Increased expression of target genes at the L3 stage could be due to increased expression in cells that already express the gene or ectopic expression in cells that normally do not express it. To distinguish between these possibilities, we used RNA-FISH to analyze the gene expression pattern of three DREAM targets (*hcp-6*, *lin-9*, and *polh-1*) and a nonregulated control gene (*sqv-1*) in wild-type and *lin-35* mutant animals. We found that all four tested genes showed germline and broad somatic expression in wild-type animals (Fig. 3; Supplemental Fig. S5A). In *lin-35* mutants, the three DREAM targets exhibited increased RNA-FISH signal in their normal sites of expression in the germline and soma (Fig. 3; Supplemental Fig. S5B). In contrast, the control gene *sqv-1* showed no change in RNA-FISH signal (Fig. 3). These results suggest that the DREAM complex acts to reduce the expression of its targets rather than completely silence expression.

**Figure 3.**
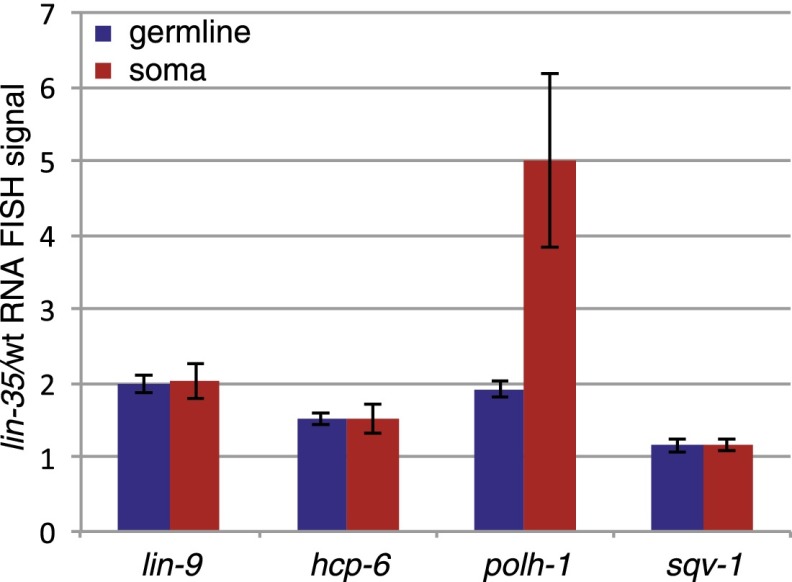
Direct DREAM target genes are up-regulated in *lin-35* mutants. Bar chart of RNA-FISH signal ratio in *lin-35* mutants compared with wild-type L3 larvae (ratio of number of fluorescent foci) using probes directed against direct DREAM targets *lin-9*, *hcp-6*, and *polh-1* and a control gene, *sqv-1*. RNA-FISH signal was analyzed separately in soma and germline. Error bars show standard errors. Representative images are shown in Supplemental Figure S5.

### DREAM facilitates gene body enrichment of HTZ-1/H2A.Z on its direct targets

The high levels of HTZ-1/H2A.Z on the transcribed regions of some DREAM-bound genes (Fig. 2D,E) prompted us to investigate the relationship between DREAM binding and HTZ-1/H2A.Z pattern. Broadly expressed genes and DREAM-8 genes typically exhibit sharp localization of HTZ-1/H2A.Z at their promoters (Fig. 4A,B). Notably, many direct DREAM targets additionally show HTZ-1/H2A.Z enrichment along the gene body (Fig. 4A–C). By comparison, most genes up-regulated in *lin-35* mutants but not bound by DREAM (indirect targets) do not exhibit HTZ-1/H2A.Z enrichment on either the promoter or gene body (Fig. 4B,C).

**Figure 4.**
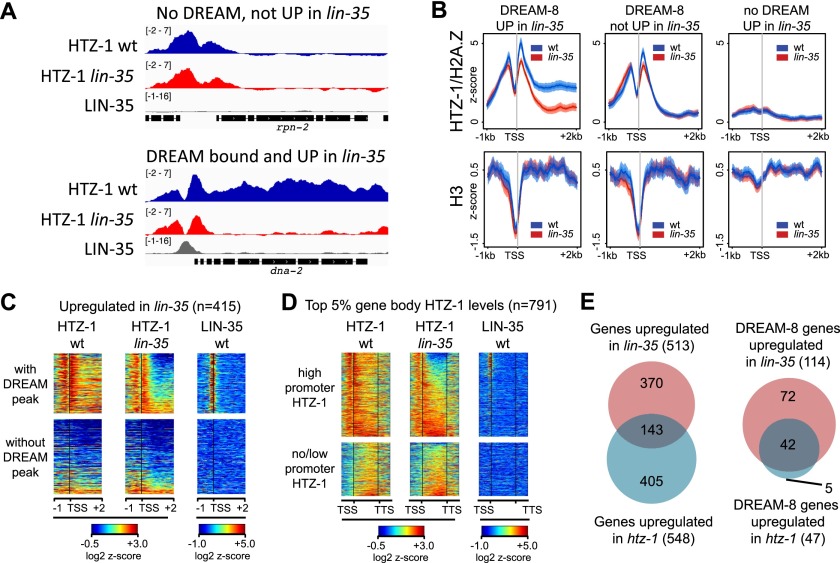
HTZ-1 is enriched on the gene bodies of direct DREAM targets. (*A*) Genome browser views of HTZ-1 in wild type and *lin-35* mutants and LIN-35 in wild-type L3 stage larvae of a gene neither bound nor regulated by DREAM (*top*) and a direct DREAM target (*bottom*); signals are *Z*-score profiles of normalized signal/input. (*B*) Average *Z*-score profiles of normalized signal/input for the indicated gene sets and features at the L3 stage ([blue] wild type; [red] *lin-35* mutant), extending from 1 kb upstream of to 2 kb downstream from the TSS. (*C*) Heat map analysis of log_2_ *Z*-score normalized signal/input for HTZ-1 in wild type and *lin-35* mutants and LIN-35 in wild type, plotted on *lin-35* up-regulated genes (*n* = 415). Genes were sorted into those with and without DREAM peaks in L3 and by gene body HTZ-1 level in *lin-35* mutants. (*D*) Heat map analysis of log_2_ *Z*-score normalized signal/input for genes in the top 5% in gene body HTZ-1 levels (*n* = 791). Genes were separated into two clusters based on promoter HTZ-1 level in the region from the TSS − 500 base pairs (bp) to the TSS + 200 bp and then sorted by gene body HTZ-1 levels in *lin-35* mutants. (*E*) Venn diagrams of the overlap between genes up-regulated in *lin-35* and *htz-1* mutant L3 larvae. (*Left*) All genes up-regulated in *lin-35* versus *htz-1*. (*Right*) DREAM-8 genes up-regulated in *lin-35* versus *htz-1*.

To further explore the relationship between DREAM and HTZ-1/H2A.Z, we determined whether a high level of gene body HTZ-1/H2A.Z (top 5%) was associated with direct DREAM regulation. Indeed, 75% of direct DREAM-8 targets are in the top 5% of genes with high levels of gene body HTZ-1 (*P* = 6.40 × 10^−82^) (Supplemental Table S6), and these comprise 10% of high HTZ-1 gene body genes. As the DREAM-8 class is a small, high-confidence set of genes bound by all eight DREAM subunits, we also looked at the association of high gene body HTZ-1 with genes bound by at least one DREAM subunit (*n* = 1087). We found that 22% of these genes have high gene body HTZ-1, and these comprise 30% of the high HTZ-1 gene body group (*P* = 1.14 × 10^−95^) (Supplemental Table S6). Furthermore, among genes bound by any DREAM subunit that are also up-regulated in *lin-35* (*n* = 185), 71% have high gene body HTZ-1 (*P* = 4.28 × 10^−131^) (Supplemental Table S6). In contrast, genes bound by DREAM-8 but not misregulated in *lin-35* mutants are not significantly enriched for having high gene body HTZ-1 levels (*P* = 0.06). We also observed that LIN-35 is primarily associated with genes that have high levels of HTZ-1 at both promoters and gene bodies (Fig. 4D). These results show that high gene body HTZ-1/H2A.Z is strongly associated with DREAM-mediated transcriptional repression.

To ask whether gene body HTZ-1/H2A.Z is relevant to DREAM function, we investigated its genome-wide distribution in *lin-35* mutants. This revealed a striking and specific loss of gene body HTZ-1 on direct DREAM targets, with promoter enrichment remaining high (Fig. 4B). The loss of HTZ-1 on gene bodies is not due to a general reduction of nucleosome abundance, as histone H3 levels on DREAM targets were not changed in *lin-35* mutants (Fig. 4B). High HTZ-1 in DREAM target gene bodies is also not a consequence of general spreading of markers of active promoters into gene bodies, as two other such markers of active promoters, H3K4me3 and H4ac4, are enriched only at promoters and not on the gene bodies of DREAM targets. In *lin-35* mutants, levels of these latter modifications were increased at DREAM target gene promoters, consistent with increased expression (Supplemental Fig. S6). We conclude that DREAM facilitates enrichment of HTZ-1/H2A.Z on the gene bodies of its targets and that this pattern is associated with target gene repression. Gene body enrichment of H2A.Z could be through promoting its deposition or preventing its removal, either directly or indirectly.

### HTZ-1/H2A.Z regulates DREAM target genes

If HTZ-1/H2A.Z is functionally linked to DREAM and enrichment of HTZ-1/H2A.Z on the gene bodies of DREAM targets contributes to their repression, then loss of HTZ-1/H2A.Z activity would be expected to cause gene expression changes similar to those caused by loss of LIN-35. To test this, we analyzed gene expression in homozygous *htz-1*-null mutants produced by heterozygous mothers. 

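The htz-1 libraries differ from the others in how the larvae were isolated. Homozygous htz-1 larvae were taken with a COPAS worm sorter from cultures that also held siblings carrying the fluorescent balancer nT1[qIs51], while the labels describe no sorting for N2 or lin-35, so that sorting and genotype cannot be separated in any comparison with htz-1. The paper names the strain VC2480 and the labels name VC2490. The htz-1 transcript was at 78.6 and 81.3 RPKM in N2, at 65.6 and 27.8 RPKM in the 2 htz-1 libraries and at 138 and 155 RPKM in lin-35. Its log2 fold change was -0.90 in htz-1 (standard error 0.33, adjusted p = 0.0762 from limma) and 0.69 in lin-35 (standard error 0.33, adjusted p = 0.183 from limma). The difference did not pass and htz-1 replicate 1 lay close to N2, so the transcript does not check the labels. The list of H2A.Z deposition and NuA4 complex genes, which includes htz-1 itself, had 11 genes tested. Of these, mrg-1 was higher (0.53) and ssl-1, the ortholog of the Swr1 ATPase, was lower (-0.60) in htz-1 (1 and 1 also when adjusted over the list alone). The mrg-1 call was lost without N2 replicate 1, N2 replicate 2 or htz-1 replicate 2, and the ssl-1 call without N2 replicate 1. None of the 11 passed in lin-35 at an adjusted p under 0.05 from limma (0 over the list alone, 1 at an unadjusted p under 0.05 and 0 with limma-voom).

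**Figure D2:**
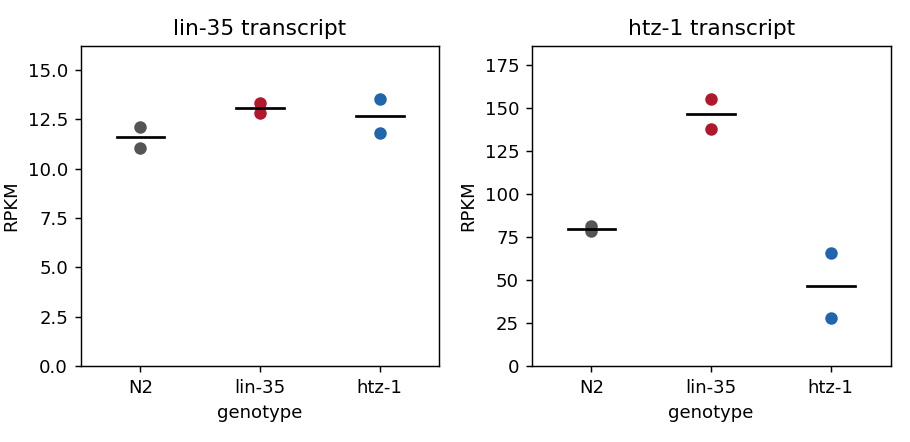
RPKM as deposited (y axis, from 0) of the lin-35 transcript (left) and the htz-1 transcript (right) in the 2 libraries of each genotype. Each point is a library and each bar the mean of 2, and the htz-1 points in htz-1 larvae (65.6 and 27.8 RPKM) sit below those in N2.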

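In htz-1 larvae, 1474 genes were higher and 1594 were lower than in N2 at an adjusted p under 0.05 from limma. The neighbouring genes pud-3 and pud-4, which encode near-identical proteins, rose by log2 fold changes of 5.15 (standard error 0.47) and 5.20 (standard error 0.54). The acid phosphatase gene pho-9 rose by 4.33 (standard error 0.32), the cytochrome P450 gene cyp-37B1 by 4.13 (standard error 0.23, adjusted p = 0.00026 from limma) and the invertebrate lysozyme gene ilys-3 by 3.05 (standard error 0.58), the last with its call lost without htz-1 replicate 2. Among the deeper falls, rhy-1 went from 54.1 and 60.9 RPKM in N2 to 4.94 and 5.04 RPKM in htz-1 (log2 fold change -3.41, standard error 0.12, adjusted p = 6.99e-05 from limma), and eif-4A3, a subunit of the exon junction complex, fell by 3.53 on the log2 scale (standard error 0.19). nspb-6 (-4.02), fipr-6 (-3.95), W02H5.1 (-3.45) and C50F2.4 (-3.36) were also lower.
Cell cycle genes rose in htz-1 as well. Of the 113 genes on the 4 cell cycle lists, 66 were higher and 1 was lower. By list, 10 of 15 cyclins and mitotic kinases, 21 of 34 chromosome segregation genes, 11 of 20 spindle and centrosome genes and 24 of 44 DNA replication genes were higher, with 1 replication gene lower (11 higher and 1 lower, 24 higher, 12 higher and 1 lower and 26 higher and 1 lower when adjusted over the list alone). Of 32 DNA repair genes, 9 were higher and 1 was lower (8 and 1 over the list alone), among them the BRCA1 partner gene brd-1 (log2 fold change 0.94, standard error 0.14). The kinetochore genes knl-2 and him-10 rose by 1.00 (standard error 0.11) and 1.06 (standard error 0.13), air-1 by 1.01 (standard error 0.10), the cyclin B gene cyb-1 by 1.02 (standard error 0.14), the centralspindlin kinesin gene zen-4 by 0.82 (standard error 0.12), and the ribonucleotide reductase gene rnr-1 by 1.05 (standard error 0.12). Germline markers outside the DREAM-8 list were also higher for 13 of 44 genes, with none lower (0 at an unadjusted p under 0.05 in limma and 0 with limma-voom), and for 3, 5 and 5 without N2 replicate 1, N2 replicate 2 and htz-1 replicate 2. limma's camera gave these 5 lists adjusted p values from 1.08e-07 (chromosome segregation, DNA replication) to 0.00177 (DNA repair), and with an estimated correlation adjusted p = 0.384 for DNA replication and adjusted p = 0.292 for each of the others. Without N2 replicate 1, N2 replicate 2 or htz-1 replicate 2, the 3068 changed genes became 1166, 1481 and 1683. Fewer genes of each of the 5 lists passed without either N2 library, which leaves 1 N2 library in the fit. Fewer spindle and repair genes also passed without either htz-1 library. The size of the rise changed little. The median log2 fold change of the 4 cell cycle lists together was 0.53 with all libraries. It was 0.46 and 0.54 without N2 replicates 1 and 2, and 0.47 and 0.57 without htz-1 replicates 1 and 2. For DNA repair the median was 0.28, and 0.27, 0.27, 0.27 and 0.28 in the same order.

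**Figure D3:**
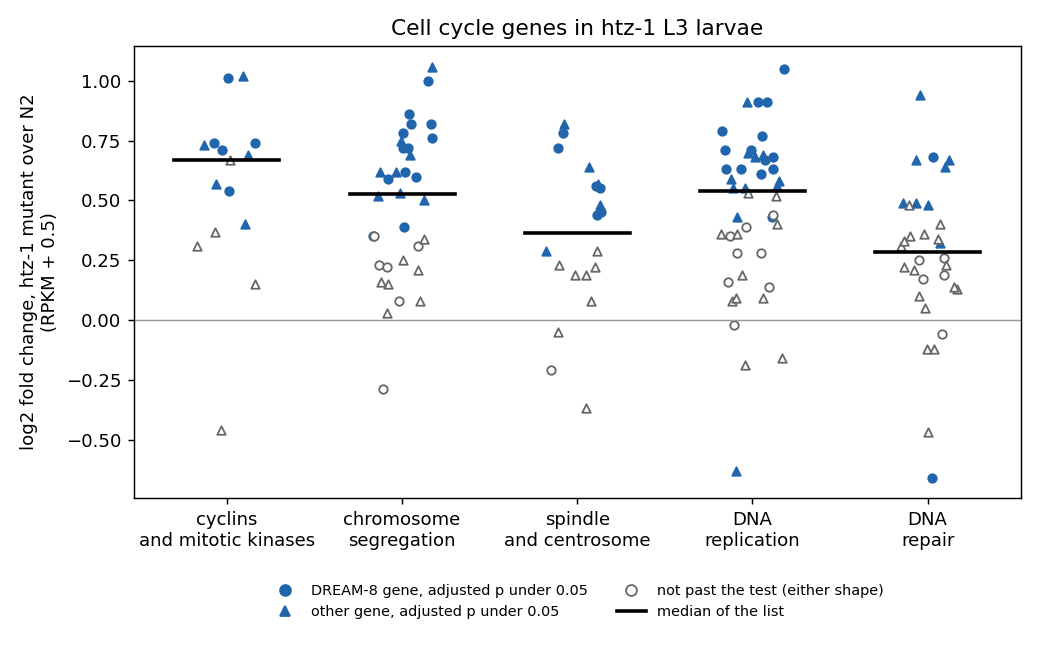
Log2 fold change of htz-1 over N2 on the RPKM + 0.5 scale (y axis) for each tested gene of the 5 lists (x axis). Circles are DREAM-8 genes and triangles other genes, filled in blue at an adjusted p under 0.05 and open otherwise, and the bars are the medians of the lists (from 0.28 in DNA repair to 0.67 in cyclins and mitotic kinases).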

Loss of maternal *htz-1* via RNAi causes embryonic lethality, but due to the maternal load of wild-type gene product, *htz-1* homozygotes from heterozygous mothers develop into sterile adults, allowing assessment of a partial loss of HTZ-1 function in larvae (Updike and Mango 2006; Whittle et al. 2008).

We observed a large overlap in gene expression changes in *lin-35* and *htz-1* mutants at the L3 stage. 

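Genes that changed in both mutants mostly changed in the same direction. At an adjusted p under 0.05 from limma, 516 genes were higher in both lin-35 and htz-1 larvae and 577 were lower in both, while 51 were higher in lin-35 and lower in htz-1 and 23 the reverse. The 1167 genes changed in both are 38% of the genes changed in htz-1, and 93.7% of them went in the same direction. The histone stem-loop binding protein gene cdl-1 rose in both, by log2 fold changes of 1.05 in lin-35 and 1.08 in htz-1 (standard errors 0.09), and the mitochondrial chaperone genes hsp-60 (-1.32 and -1.20, standard errors 0.08) and hsp-6 (-0.94 and -1.13, standard errors 0.08) fell in both. With an adjusted p under 0.001, a fold above 1.5 and a mean RPKM above 1 in both genotypes, 9 genes were higher in both, 20 were lower in both and none went opposite ways (74 did at an adjusted p under 0.05, and the authors' p-values gave 9 at the stricter thresholds). Those 29 are 16.9% of the genes passing in htz-1, and they became 1 with no filter and 0 without a variance trend.
Independent lists of the same sizes would share 179 higher and 185 lower genes at an adjusted p under 0.05 (odds ratios 6.17 and 7.8, Fisher's exact test, two-sided p = 1.25e-145 and 2.57e-189). Both comparisons use the same 2 N2 libraries, which alone favour changes in the same direction. At an unadjusted p under 0.05, 1865 of 2068 genes changed in both went in the same direction (90.18%). Simulated unchanged groups, in which both comparisons share 2 simulated controls (100 draws), gave 114 of 116 on average (98%). The share in the same direction therefore does not tell the mutants' effects from shared controls. The number of such genes did exceed the simulation. It was 1865 against at most 134 in any draw, and at an adjusted p under 0.05 it was 1093 against at most 1. Shared controls drawn in this way do not give that many. Each gene was drawn on its own, so deviations that genes of the measured N2 libraries have in common are not in the simulation. The covariance of the log2 fold changes was 0.18, against 0.0185 in the simulation (difference 0.161). Their correlation across genes was 0.384, against 0.5 in the simulation, a value that shared controls fix in advance when no gene changes. The correlation therefore does not tell the mutants' effects from shared controls. With 2 controls, the controls cannot be split into groups of 2, so part of the excess over independent lists may come from the shared controls. The 1093 genes changed in the same direction became 341 without N2 replicate 1 and 435 without N2 replicate 2.

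**Figure D4:**
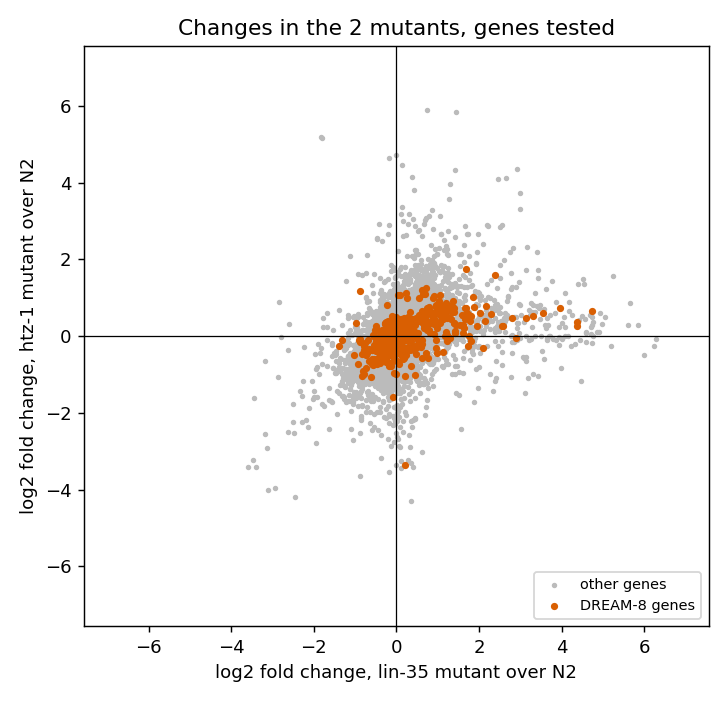
Log2 fold change in htz-1 over N2 (y axis) against that in lin-35 over N2 (x axis), with a point for each of the 9679 genes tested, DREAM-8 genes in orange. Genes changed in the same direction lie in the upper right and lower left quadrants, and both axes use the same N2 libraries.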

Of the 1245 genes misexpressed in *htz-1* mutants, 28% were also misexpressed in *lin-35* mutants (*P* = 1 × 10^−149^), with 97% of the changes concordant in the direction of change (up or down) (Supplemental Table S4; Fig. 4E). Consistent with a repressive role for gene body enrichment of HTZ-1, most (83%) genes in the top 5% of gene body HTZ-1 levels that were misexpressed in *htz-1* were up-regulated (Supplemental Table S6). Furthermore, most (89%) DREAM-bound genes that were up-regulated in *htz-1* were also up-regulated in *lin-35* (Fig. 4E). 

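Supplemental Table S6, as used here, holds the first 1999 of 15815 genes, ordered by sequence name, so only a tally is given and no test was run. Of its genes marked in the top 5% of gene body HTZ-1, 64 were tested in the RNA-seq data. In htz-1 larvae 17 of these were higher and 3 were lower than in N2 at an adjusted p under 0.05 from limma, and their median log2 fold change was 0.27. Among the larger rises were B0546.4 (log2 fold change 1.44, standard error 0.20) and 2L52.1 (1.02, standard error 0.16). The kinetochore scaffold gene knl-1 rose by 0.86 (standard error 0.11), air-2 by 0.74 (standard error 0.11) and rnf-1 by 0.79 (standard error 0.13). The 3 lower genes were C01G10.9 (-1.06), B0511.11 (-1.03) and ttr-39 (-0.44), with the calls of B0511.11 and ttr-39 lost without N2 replicate 1, N2 replicate 2 or htz-1 replicate 2. These examples were chosen after their values were seen. In lin-35, 19 of the 64 were higher and none was lower at an adjusted p under 0.05 from limma (3 lower at an unadjusted p under 0.05, and 0 with limma-voom). No gene of the 64 passed in htz-1 at an adjusted p under 0.001 with a fold above 1.5 and a mean RPKM above 1 in both genotypes.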

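Most DREAM-8 genes that rose in htz-1 larvae also rose in lin-35 larvae. At an adjusted p under 0.05 from limma, 109 of the 477 DREAM-8 genes tested were higher in htz-1 and 70 were lower (203 changed when adjusted over the list alone, 84 of them lower), and 83 of the 109 (76.1%) were higher in lin-35 too. Independent lists within the DREAM-8 genes would share 35.4 (odds ratio 13.1, Fisher's exact test, two-sided p = 3.16e-27), but both lists were called against the same 2 N2 libraries. At an unadjusted p under 0.05, 106 of 141 DREAM-8 genes higher in htz-1 were higher in lin-35, against 1.62 of 7.65 on average in simulated unchanged groups that share 2 simulated controls (100 draws). Part of the excess may come from the shared controls. The median log2 fold change of the 83 was 1.09 in lin-35 and 0.63 in htz-1. It was larger in lin-35 for 69 of them, and 40 differed between the mutants at an adjusted p under 0.05, all 40 higher in lin-35. The primase genes pri-1 (log2 fold change 0.91 in htz-1, standard error 0.15) and pri-2 (0.77, standard error 0.11), the separase gene sep-1 (0.78, standard error 0.13) and the CAF-1 gene chaf-2 (0.91, standard error 0.10) rose in both, as did cest-5.1 (1.75, standard error 0.24). The remaining 26 passed as higher in htz-1 and not in lin-35, which does not show a difference: unc-61 was at 0.46 in htz-1 and 0.47 in lin-35. Among the 26, lem-3 was at 1.11 in htz-1 and 0.23 in lin-35, and cey-2 at 1.17 and -0.88 (adjusted p of the difference between the mutants 0.026 and 0.00268 from limma). The call in htz-1 was lost for lem-3 without N2 replicate 1 or htz-1 replicate 1, and for cey-2 without N2 replicate 1 or htz-1 replicate 2. dot-1.1, an ortholog of the histone H3 methyltransferase DOT1L, fell by 1.60 in htz-1 (standard error 0.11) and had a log2 fold change of -0.09 in lin-35.
DREAM-8 genes were higher in htz-1 more often than other genes, at 22.9% against 14.8% (odds ratio 1.7, Fisher's exact test, two-sided p = 5.95e-06). The shares were 6.92% against 5.88% without N2 replicate 1 (Fisher's exact test, p = 0.37) and 14.7% against 11.9% without htz-1 replicate 1 (Fisher's exact test, p = 0.0716). limma's camera gave the DREAM-8 list p = 0.199 with its preset correlation and p = 0.472 with an estimated correlation, both unadjusted. At the study's thresholds, which 172 genes passed in htz-1 with limma, 2 DREAM-8 genes were higher and 3 lower. The share higher was 0.419% against 0.782% of other genes (odds ratio 0.534, Fisher's exact test, two-sided p = 0.587). These few genes do not settle the direction: with the authors' p-values at the same thresholds, 51 DREAM-8 genes were higher and 26 lower in htz-1. Of the genes that Table S4 lists as higher in lin-35, 68 of the 114 bound by all 8 members and 147 of the 318 bound by none were higher in htz-1 (odds ratio 1.72, Fisher's exact test, two-sided p = 0.0163). These became 22 and 83 without N2 replicate 1, 41 and 98 without N2 replicate 2, 44 and 128 without htz-1 replicate 1 and 50 and 97 without htz-1 replicate 2. Without N2 replicate 1 or htz-1 replicate 1 the share passing was no longer larger in the genes bound by all 8. The median log2 fold changes in htz-1 did not reverse. For genes bound by all 8 and by none they were 0.52 and 0.43 with all libraries, 0.47 and 0.43 without N2 replicate 1 and 0.49 and 0.48 without htz-1 replicate 1. The difference in shares did not pass without N2 replicate 2 or without a variance trend (Fisher's exact test, p = 0.0629). The 83 shared genes became 24 and 42 without N2 replicates 1 and 2, and the 109 became 33, 54, 70 and 66 without N2 replicate 1, N2 replicate 2, htz-1 replicate 1 and htz-1 replicate 2. The paper reports the overlaps in its own comparisons (Fig. 4E) and a rise in htz-1 of most misexpressed genes with high gene body HTZ-1. From ChIP-seq, not analysed here, the paper also reports high gene body HTZ-1 on many direct DREAM targets. This HTZ-1 was lost there in lin-35 mutants, with histone H3 unchanged. It then concludes that HTZ-1 and LIN-35 repress DREAM targets through a common pathway.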

We conclude that HTZ-1 and LIN-35 function in a common pathway to repress DREAM target genes.

### Conclusions

H2A.Z has multiple regulatory roles and has been associated with both transcriptional activity and repression. This histone variant is most commonly observed at gene promoters, where it is positively correlated with gene expression in higher eukaryotes (Barski et al. 2007; Mavrich et al. 2008; Whittle et al. 2008; Hardy et al. 2009; Jin et al. 2009). Indeed, HTZ-1/H2A.Z is enriched at the promoters of many broadly expressed genes in *C. elegans*, and this enrichment is not strongly affected in *lin-35* mutants.

In contrast, gene body deposition of H2A.Z has been associated with reduced transcription in diverse systems, including mammals, plants, and yeast (Barski et al. 2007; Hardy et al. 2009; Coleman-Derr and Zilberman 2012a). Some studies support an association between H2A.Z distribution on gene bodies and gene expression only under certain environmental conditions, such as in response to temperature changes or environmental stress (Coleman-Derr and Zilberman 2012b). In this study, we found that H2A.Z is highly enriched on the gene bodies of direct DREAM target genes, many of which are involved in cell cycle progression. Like environment-responsive genes, expression of cell cycle genes is highly regulated.

Although a mechanistic link between H2A.Z and DREAM has not been previously reported, a model of cooperative gene repression is supported by several previous studies. In *Drosophila*, reduction of function of H2A.Z or four different DREAM components similarly suppressed a cytokinesis defect (DeBruhl et al. 2013). A *Drosophila* E2F target gene reporter is also derepressed by loss of components of the Swr1 complex, which is involved in H2A.Z deposition (Lu et al. 2007). Furthermore, mutants of both H2A.Z and Domino, which encodes a Swr1 complex protein, suppress the eye defects of a hypomorphic allele of cyclin E, an E2F target that is also suppressed by the DREAM component Rbf1 (Lu et al. 2007). In addition, mutants of several *C. elegans* orthologs of the Tip60/NuA4 complex, which facilitates H2A.Z deposition, genetically interact with or share mutant phenotypes with mutants of DREAM member genes (Ceol and Horvitz 2004; Poulin et al. 2005; Andersen et al. 2008). Given the conservation of DREAM components and targets across species, it is likely that the relationship between H2A.Z and DREAM that we uncovered in *C. elegans* applies more generally. Our results provide a new insight into the mechanism of DREAM function and suggest a new avenue for the study of Retinoblastoma-related proteins.

## Materials and methods

### Worm culture and strains

The following strains were used and cultured using standard methods: *N2*, *lin-35(n745)* outcrossed 5× (kindly provided by D. Fay), and VC2480 [*htz-1(ok3099) IV/nT1(qIs51) IV;V*].

### ChIP-seq and RNA-seq experiments

Antibodies used for ChIP are described in Supplemental Table S8. Collection of wild-type or *lin-35* mutant L3 larvae, extract preparation, and ChIP were performed as in Kolasinska-Zwierz et al. (2009) with the following modifications. Cross-linked chromatin was sonicated using a Bioruptor (Diagenode) to an average size of 250 baase pairs (bp). After ChIP and DNA purification, libraries were prepared using the Illumina TruSeq kit. Fragments in the 250–350 bp range were size-selected by gel extraction and sequenced on the Illumina platform. Embryo extracts and ChIPs were performed as in Rechtsteiner et al. (2010), except that late stage embryos (aged 3.5 h after being obtained from gravid hermaphrodites) were collected and frozen prior to fixation; extracts were prepared as described above for L3 larvae; and the Illumina ChIP-seq DNA sample preparation kit was used for library preparation.

*N2*, *lin-35*, and *htz-1* larvae for RNA-seq were grown at 20°C and harvested at the L3 stage. *htz-1* homozygotes were isolated from a mixed population that also contained *htz-1/nT1[qIs51]* larvae by using a COPAS worm sorter (Union Biometrica). Total RNA was extracted using TriPure (Roche) and further purified using an RNeasy column (Qiagen). RNA-seq libraries were prepared from 2 µg of total RNA using the Illumina TruSeq RNA kit according to the manufacturers’ instructions and sequenced on the Illumina platform.

### Data processing and plotting

In short, ChIP-seq and RNA-seq reads were aligned to the WS220/ce10 assembly of the *C. elegans* genome using BWA version 0.6.2 (Li and Durbin 2009) with default settings (BWA-backtrack algorithm). ChIP-seq data were normalized using the BEADS algorithm implemented in R (Cheung et al. 2011). Where available, we used transcription start sites (TSSs) recently identified based on capped RNA-seq (Chen et al. 2013; Kruesi et al. 2013). If none were available, we used WormBase annotated TSSs. Average signal plots and heat maps for histone marks and DNA-associated factors were created using in-house tools. Venn diagrams were generated using the R package VennDiagram (Chen and Boutros 2011). Statistical analyses of Venn overlapping regions were performed using hypergeometric probability functions in R. Motif analyses were performed on L3 DREAM-8 peak overlap regions using the Seqpos motif tool in the Cistrome toolbox with default parameters (Liu et al. 2011). Peak calling for ChIP-seq tracks was done using the wignorm utility from MACS14 (Zhang et al. 2008). Differential gene expression between N2, the *lin-35* mutant, and the *htz-1* mutant was tested using DESeq2 (Love et al. 2014). Supplemental Table S5 gives log_2_ fold change (FC), statistical significance estimates, and reads per kilobase per million mapped reads (RPKM) values for each gene. The average HTZ-1 ChIP-seq signal on gene body regions (from 500 bp downstream from the WormBase gene start to the gene end, excluding genes <500 bp in length) was extracted from BEADS normalized tracks using the bigWigSummary utility from University of California at Santa Cruz user tools (Kent et al. 2010). Mean signals, log_2_ FC between wild-type and mutant samples, and the statistical significance estimate (*P*-value) of this change are in Supplemental Table S6. Full details of data processing are in the Supplemental Material.

### RNA-FISH

*N2* and *lin-35* larvae were fixed and stained by RNA-FISH as described (Raj et al. 2008). Stellaris FISH probes targeting *hcp-6*, *lin-9*, *polh-1*, and *sqv-1* were obtained from Bioresearch Technologies. Samples were imaged on an Axioplan 2 microscope fitted with an LSM 510 confocal detection system (Carl Zeiss). For each animal, FISH signals in the germline and soma were counted in three or four focal planes across the gonad; the position of the germline was determined from DAPI staining of nuclei. Images from two or three animals (seven to 12 focal planes) were used per experiment. For each probe, average counts in germline or soma of *lin-35(n745)* were divided by average counts in wild type to determine relative mRNA expression.

### Data access

The ChIP-seq and RNA-seq data used in this study are available from Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo) or modENCODE (http://intermine.modencode.org) (Supplemental Table S9).

## Supplementary Material

Supplemental Material

# Supplementary material for: The DREAM complex promotes gene body H2A.Z for target repression
**Source:** Genes Dev. 2015 Mar 1;29(5):495–500. doi: 10.1101/gad.255810.114
**Supplement:** Supplemental Material

Supplemental Material 

# The DREAM complex promotes gene body H2A.Z for target repression

## Supplemental Material

**Files in this Data Supplement:**

- Supplemental Material.pdf
- Supplemental TableS2.pdf
- Supplemental TableS1.xlsx
- Supplemental TableS3.xlsx
- Supplemental TableS54.xlsx
- Supplemental TableS5.xlsx
- Supplemental Table S6.xlsx
- Supplemental Table S7.xlsx
- Supplemental TableS8.xlsx
- Supplemental TableS9.xlsx

# Supplementary material for: The DREAM complex promotes gene body H2A.Z for target repression
**Source:** Genes Dev. 2015 Mar 1;29(5):495–500. doi: 10.1101/gad.255810.114
**Supplement:** Supplemental Material

Supplemental material for Latorre et al

Supplemental methods

Data processing and plotting

ChIP-seq and RNA-seq reads were aligned to the WS220/ce10 assembly of the *C. elegans* genome using BWA v. 0.6.2 (Li and Durbin 2009) with default settings (BWA-backtrack algorithm). The SAMtools v. 0.1.18 'view' utility was used to convert the alignments to BAM format.

Aligned ChIP-seq reads were extended to the expected insert size (200bp) and reads with low BWA mapping quality (<10) were filtered out to create primary coverage tracks. ChIP-seq data were normalized using the BEADS algorithm (Cheung et al. 2011) implemented in R; BEADS scores are linear enrichment values relative to input. For analyses, BEADS scores were log2 transformed and/or z-scored, as indicated. Where available we used TSSs recently identified based on capped RNA sequencing (Chen et al. 2013; Kruesi et al. 2013). If none were available, we used Wormbase annotated TSSs. Average signal plots and heatmaps for histone marks and DNA associated factors were created using in-house tools. Venn diagrams were generated using the R package VennDiagram (Chen and Boutros 2011). Statistical analyses of Venn overlapping regions were performed using hypergeometric probability functions in R. Motif analyses were performed on L3 DREAM-8 peak overlap regions, using the Seqpos motif tool in the Cistrome toolbox, with default parameters (Liu et al. 2011).

Peak calls

Peak calling for ChIP-seq tracks were done using the wignorm utility from MACS14 (Zhang et al. 2008). Wignorm operates on primary experimental and input coverage tracks and was used with the following settings: 1e-10 p-value

cut-off, 750bp window size and 150bp minimum length of peak. For each experiment, peak calls were done on individual replicates. Peaks were retained only if they were present in all biological replicates.

DREAM-8 regions were defined as those present in all eight L3 or embryo stage DREAM factor peak calls. Peaks that overlapped with High Occupancy Target (HOT) regions (Niu et al. 2011) were excluded from bioinformatic analyses. Overlaps of genes with peak regions were determined using BedTools (v2.20.1; (Quinlan and Hall 2010)). A peak was assigned to a gene if the midpoint of the peak region was located within +/- 500 bp of a Wormbase transcript start site (WS235 gene models lifted over to genome build ce10/WS220). In analyses of DREAM-associated genes, genes were excluded if they were associated with a HOT region or were downstream genes in operons.

RNA-seq expression analyses

An exon model based on WS235 genes was lifted over to ce10/WS220. Tag counts for each gene were extracted from BAM alignment files using HTSeq method working in "union" mode. These values were used to build the expression matrix. Differential gene expression between N2, *lin-35* mutant, and *htz-1* mutant was tested using DESeq2 (Love et al. 2014). Supplemental Table S5 gives log2 FC, statistical significance estimates, and RPKM values for each gene. Cut-offs for differential expression were DESeq2 FDR < 0.001, Fold change > 1.5 or < -1.5, and RPKM > 1. 

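These thresholds act on values of the authors' deposited table: a log2 fold change and an adjusted p from DESeq2 for each mutant, and the RPKM of each library. No p-value is given for 1111 genes in the lin-35 comparison and for 1111 in the htz-1 comparison. Read as a mean RPKM above 1 in both genotypes, they select 513 higher and 450 lower genes in lin-35 and 548 higher and 697 lower genes in htz-1 from the authors' deposited table, and these 963 and 1245 genes are the ones listed in Table S4. All 963 and all 1245 changed in the listed direction at an adjusted p under 0.05 in the limma test of log2 RPKM. At the same thresholds the limma test passed 289 genes in lin-35, all of them among the 963, and 172 in htz-1, of which 171 are among the 1245.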

To avoid small differences in developmental stages from contributing to apparent gene expression differences, we also excluded genes whose wild-type expression oscillates repeatedly during larval development. These were identified as follows. Using a reference gene expression time series (Kim et al. 2013), RPKM RNA-seq values were transformed using the 'arcsinh' function in R and quantile normalized using the 'NormalizeBetweenArrays' function with option 'quantile' in the 'limma' package. Independent component analysis (ICA) was performed using the 'fastICA' package, extracting twelve

independent components. We used the two most strongly oscillatory components to identify oscillating genes (Supplemental Table S7). Direct DREAM targets were defined as genes bound by DREAM-8 in L3 and upregulated in L3 *lin-35* mutants. Indirect DREAM targets were defined as genes not bound by any DREAM member in L3 but upregulated in L3 *lin-35* mutants. Unregulated DREAM-bound genes were defined as genes bound by DREAM-8 in L3 but not misregulated in L3 *lin-35* mutants (DESeq2 FDR range: $0.5 < x < 1$).

Analysis of HTZ-1 signal on gene bodies

The average HTZ-1 ChIP-seq signal on gene body regions (from 500bp downstream of the Wormbase gene start to the gene end, excluding genes under 500bp in length) was extracted from BEADS normalized tracks using the bigWigSummary utility from UCSC user tools (Kent et al. 2010). These values were used to define genes having the top 5% of gene body HTZ-1 signal and to perform tests for differential gene body signal between wild-type (N2) and *lin-35* mutant background replicates using DESeq2. Mean signals, log2 fold change (FC) between wild-type and mutant samples, and the statistical significance estimate (p-value) of this change are given in Supplemental Table S6.

Supplemental Figures and legends

Latorre *et al.*, Figure S1

A Comparison with Mixed stage LIN-54 peaks from Tabuchi *et al.*, 2011

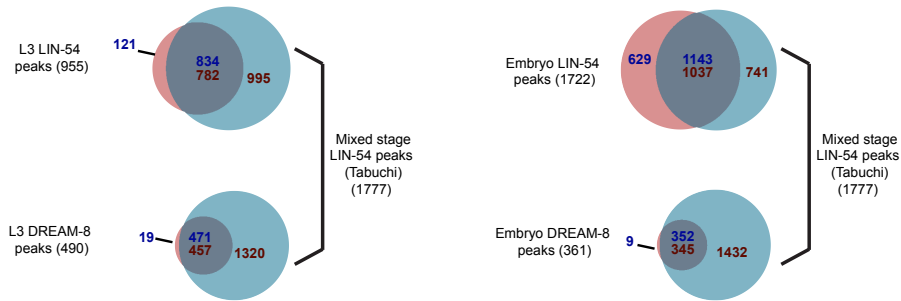

B Comparison with L1 "somatic" peak overlaps of DPL-1, EFL-1 and LIN-35 from Kudron *et al.*, 2013

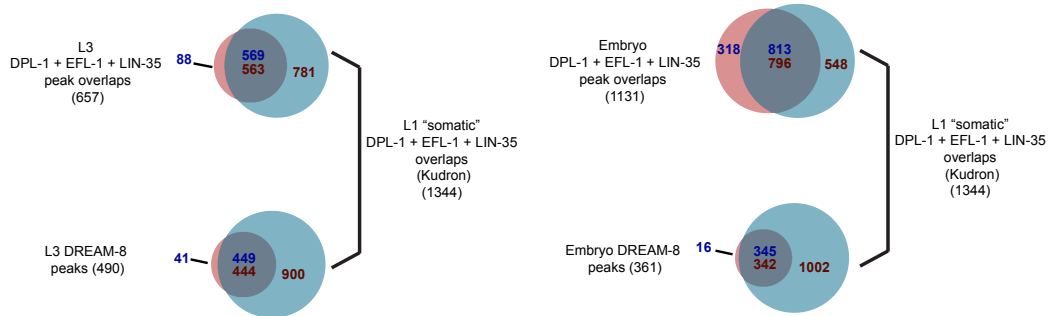

Supplemental Figure S1: Comparison of DREAM peaks with published datasets. Venn diagrams of intersecting genomic regions between L3 and Embryo DREAM subunit peaks, DREAM-8 peaks, and previously published DREAM member datasets. (A) Intersections with mixed stage LIN-54 peaks from Tabuchi *et al.*, 2011. (B) Intersections with L1 stage "somatic" peak overlaps from Kudron *et al.*, 2013.

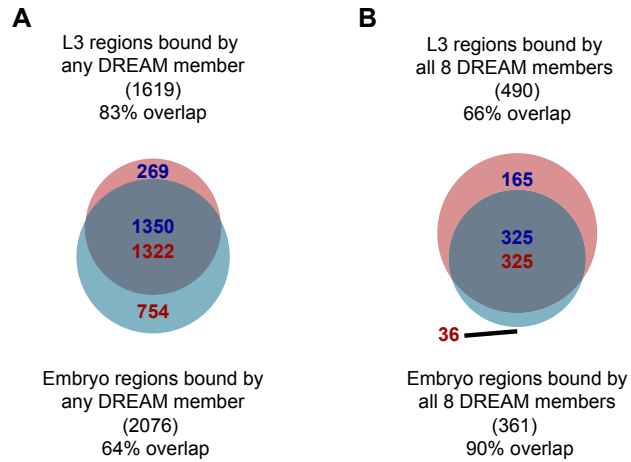

Supplemental Figure S2: Comparison of DREAM peaks between L3 and Embryo stages. (A) Venn diagram of regions bound by 1 or more DREAM member proteins in L3 and Embryo stages. (B) Venn diagram of regions bound by all 8 DREAM member proteins (DREAM-8) in L3 and Embryo stages.

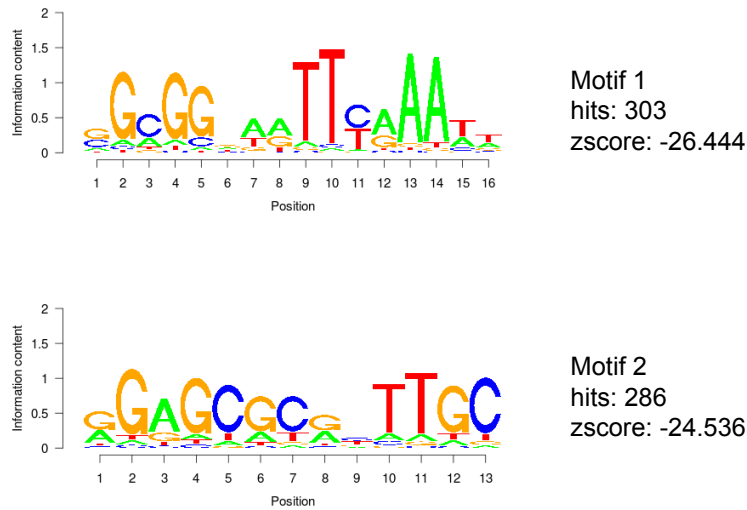

Supplemental Figure S3: Motifs associated with DREAM-8 genes. The two most significant extended consensus motifs (> 10 bp) derived from Cistrome SeqPos motif analysis (Liu *et al.*, 2011), for the 490 regions bound by all 8 DREAM member proteins in L3s. Motif 1 is closely related to the previously identified LIN-54-bound Motif 1 (see Fig. 3E in Tabuchi *et al.*, 2011). Motif 2 is closely related to a previously identified “somatic E2F” motif (see Supplemental Fig. 7 in Kudron *et al.* 2013).

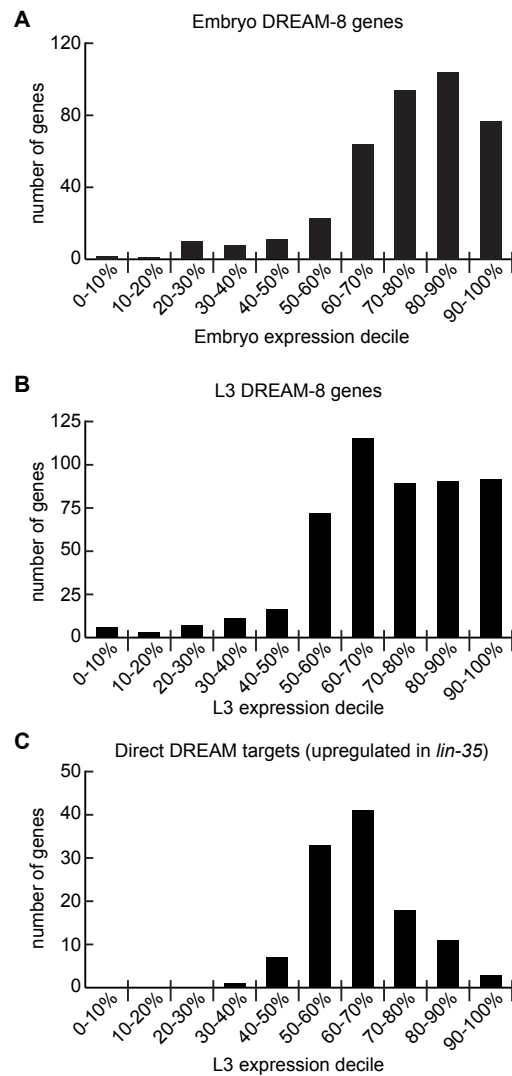

Supplemental Figure S4: Expression deciles of DREAM-bound genes and DREAM-bound genes upregulated in *lin-35* mutants, based on expression data from Hillier *et al.*, 2009. (A) Embryo DREAM-8 genes. (B) L3 DREAM-8 genes. (C) Direct DREAM targets: genes bound by DREAM-8 in L3 and upregulated in *lin-35* mutant L3.

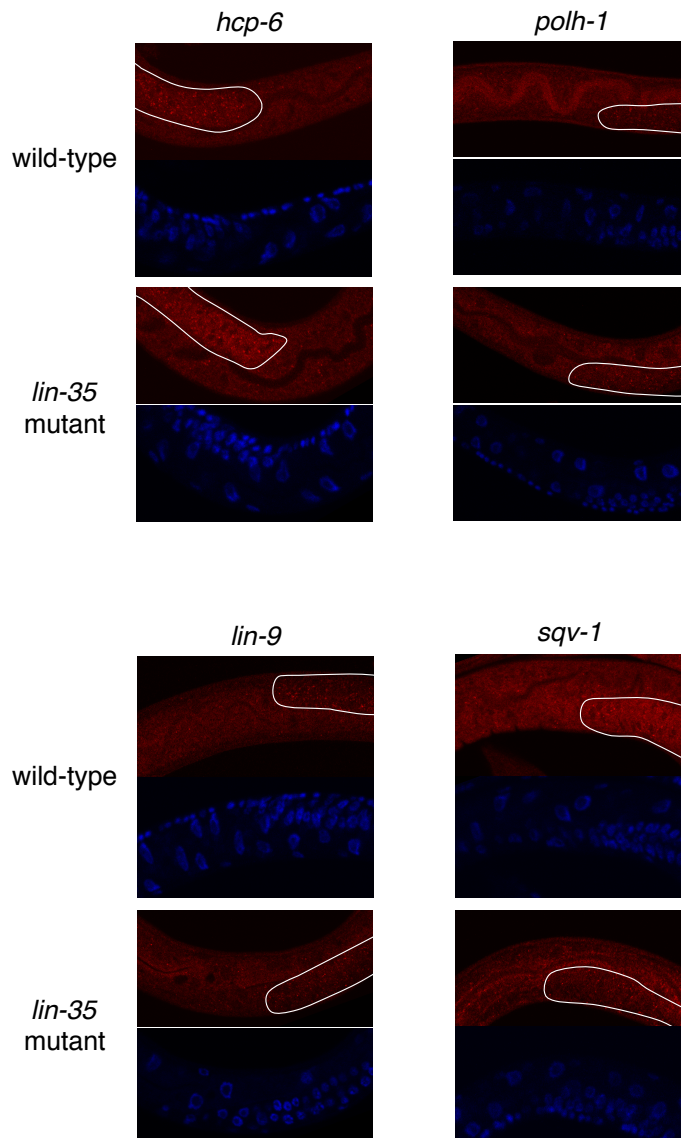

Supplemental Figure S5: Single molecule RNA FISH analysis of direct DREAM targets *hcp-6*, *polh-1*, and *lin-9* and non-target *sqv-1* in wild-type and *lin-35* L3 larvae. Top: RNA FISH probe signal, Bottom: DAPI. The germ line is outlined in white. There are more RNA FISH foci in both soma and germ line of *lin-35* compared to wild-type.

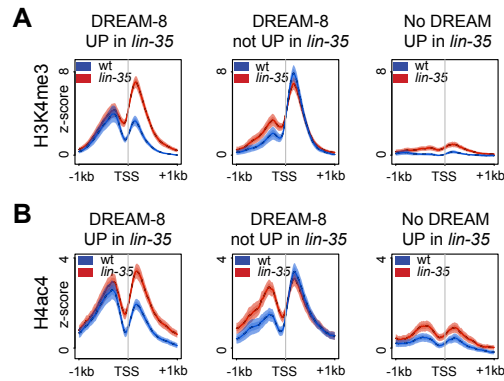

Supplemental Figure S6: Patterns of H3K4me3 and H4ac4 on DREAM-8 genes. Average z-score profiles of normalized signal/input for indicated features and gene sets at the L3 stage (blue, wild-type; red, *lin-35* mutants). (A) H3K4me3 +/- 1kb anchored at the TSS. (B) H4ac4 (H4 acetylated at K5, K8, K12, and K16) +/- 1kb anchored at the TSS.

Supplemental Table Legends:

Supplemental Table S1: (.xlsx file) Genomic locations of DREAM peaks

Worksheet 1: Locations of L3 8 DREAM peak overlaps

Worksheet 2: Locations of L3 8 DREAM peak overlaps excluding those overlapping regions with HOT values ≥ 15

Worksheet 3: Locations of Embryo 8 DREAM peak overlaps

Worksheet 4: Locations of Embryo 8 DREAM peak overlaps excluding those overlapping regions with HOT values ≥ 15

Worksheet 5: Locations of peak overlaps between replicates for individual DREAM member proteins (L3)

Worksheet 6: Locations of peak overlaps between replicates for individual DREAM member proteins (Embryo)

Supplemental Table S2: (PDF file) Summary of regions bound by DREAM members at L3 and Embryo stage

Supplemental Table S3: (.xlsx file) DREAM peaks categorized by genomic features.

Worksheet 1: Promoter-associated DREAM peaks (L3 stage)

Worksheet 2: Gene-body-associated DREAM peaks (L3 stage)

Worksheet 3: Intragenic DREAM peaks (L3 stage)

Worksheet 4: List of all genes with DREAM-bound promoters (L3 stage)

Worksheet 5: Promoter-associated DREAM peaks (L3 stage)

Worksheet 6: Gene-body-associated DREAM peaks (L3 stage)

Worksheet 7: Intragenic DREAM peaks (L3 stage)

Worksheet 8: List of all genes with DREAM-bound promoters (L3 stage)

Supplemental Table S4: (.xlsx file) List of genes misexpressed in *lin-35* and *htz-1* mutants

Worksheet 1: Genes upregulated in *lin-35* vs. wild-type

Worksheet 2: Genes downregulated in *lin-35* vs. wild-type

Worksheet 3: Genes upregulated in *htz-1* vs. wild-type

Worksheet 4: Genes downregulated in *htz-1* vs. wild-type

Worksheet 5: All genes

Supplemental Table S5: (.xlsx file) Gene Ontology analysis

Worksheet 1: *lin-35* upregulated direct DREAM target genes (L3 stage)

Worksheet 2: L3 stage DREAM bound genes

Worksheet 3: Embryo stage DREAM bound genes

Supplemental Table S6: (.xlsx file) Analysis of gene body HTZ-1 levels in wild-type and *lin-35*

Supplemental Table S7: (xlsx file) Genes whose wild-type expression oscillates repeatedly during larval development.

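These are genes whose transcript level in wild type rises and falls repeatedly over larval development, and the supplement gives small differences in developmental stage as the reason for leaving them out. Of the 3269 genes of Table S7, the copy used here holds 2000, and none of these 2000 is in the deposited table of 15568 genes. The cuticle collagens and molting factors are a familiar group of this kind: of 37 genes listed, 1 was tested, the dual oxidase gene bli-3, with a log2 fold change of 0.34 in lin-35 (adjusted p = 0.215 from limma) and 0.43 in htz-1 (adjusted p = 0.102 from limma). Adjusted over the list alone, which for 1 gene is no adjustment, bli-3 passed in htz-1 and not in lin-35. The difference between the mutants did not pass (log2 fold change of lin-35 over htz-1 -0.09).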

Supplemental Table S8: (xlsx file) Antibody information

Supplemental Table S9: (xlsx file) Locations of data files in GEO and modmine

References

- Chen H, Boutros PC. 2011. VennDiagram: a package for the generation of highly-customizable Venn and Euler diagrams in R. *BMC bioinformatics* **12**: 35.
- Chen RA, Down TA, Stempor P, Chen QB, Egelhofer TA, Hillier LW, Jeffers TE, Ahringer J. 2013. The landscape of RNA polymerase II transcription initiation in *C. elegans* reveals promoter and enhancer architectures. *Genome research* **23**: 1339-1347.
- Cheung MS, Down TA, Latorre I, Ahringer J. 2011. Systematic bias in high-throughput sequencing data and its correction by BEADS. *Nucleic acids research* **39**: e103.
- Hillier LW, Reinke V, Green P, Hirst M, Marra MA, Waterston RH. 2009. Massively parallel sequencing of the polyadenylated transcriptome of *C. elegans*. *Genome research* **19**(4): 657-666.
- Kent WJ, Zweig AS, Barber G, Hinrichs AS, Karolchik D. 2010. BigWig and BigBed: enabling browsing of large distributed datasets. *Bioinformatics (Oxford, England)* **26**: 2204-2207.
- Kim D, Grun D, van Oudenaarden A. 2013. Dampening of expression oscillations by synchronous regulation of a microRNA and its target. *Nature genetics* **45**: 1337-1344.
- Kruesi WS, Core LJ, Waters CT, Lis JT, Meyer BJ. 2013. Condensin controls recruitment of RNA polymerase II to achieve nematode X-chromosome dosage compensation. *eLife* **2**: e00808.
- Kudron M, Niu W, Lu Z, Wang G, Gerstein M, Snyder M, Reinke V. 2013. Tissue-specific direct targets of *Caenorhabditis elegans* Rb/E2F dictate distinct somatic and germline programs. *Genome biology* **14**(1): R5.
- Li H, Durbin R. 2009. Fast and accurate short read alignment with Burrows-Wheeler transform. *Bioinformatics (Oxford, England)* **25**: 1754-1760.
- Liu T, Ortiz JA, Taing L, Meyer CA, Lee B, Zhang Y, Shin H, Wong SS, Ma J, Lei Y et al. 2011. Cistrome: an integrative platform for transcriptional regulation studies. *Genome biology* **12**: R83.
- Love MI, Huber W, Anders S. 2014. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome biology* **15**: 550.
- Niu W, Lu ZJ, Zhong M, Sarov M, Murray JI, Brdlik CM, Janette J, Chen C, Alves P, Preston E et al. 2011. Diverse transcription factor binding features revealed by genome-wide ChIP-seq in *C. elegans*. *Genome research* **21**: 245-254.
- Quinlan AR, Hall IM. 2010. BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics (Oxford, England)* **26**: 841-842.
- Tabuchi TM, Rechtsteiner A, Strome S, Hagstrom KA. 2014. Opposing activities of DRM and MES-4 tune gene expression and X-chromosome repression in *Caenorhabditis elegans* germ cells. *G3* **4**(1): 143-153.
- Zhang Y, Liu T, Meyer CA, Eeckhoute J, Johnson DS, Bernstein BE, Nusbaum C, Myers RM, Brown M, Li W et al. 2008. Model-based analysis of ChIP-Seq (MACS). *Genome biology* **9**: R137.

# Supplementary material for: The DREAM complex promotes gene body H2A.Z for target repression
**Source:** Genes Dev. 2015 Mar 1;29(5):495–500. doi: 10.1101/gad.255810.114
**Supplement:** Supplemental Material

A

<u>DREAM member</u>	<u>L3 stage<br>regions bound</u>	<u>Embryo stage<br>regions bound</u>
LIN-35	676	1234
DPL-1	1002	1559
EFL-1	1133	1480
LIN-9	1078	1614
LIN-37	771	1413
LIN-52	533	1599
LIN-53	896	407
LIN-54	955	1722
Regions bound<br>by any DREAM<br>member	1619	2076
Regions bound<br>by all 8 DREAM<br>members	490	361

B

<u>Number of DREAM<br>members bound</u>	<u>L3 regions with<br>n DREAM members<br>bound</u>	<u>Embryo regions with<br>n DREAM members<br>bound</u>
1	486	340
2	173	174
3	100	115
4	101	111
5	82	95
6	85	162
7	81	723
8	484	359

How the deposited data were processed for this re-analysis (not part of the article)

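RNA-seq values of L3 larvae of 3 genotypes (N2, lin-35 and htz-1, 2 libraries each) were analysed. The authors aligned the reads to WS220/ce10 with BWA 0.6.2, converted the alignments with SAMtools 0.1.18, counted reads per gene with HTSeq in union mode on a WS235 exon model lifted over to ce10, and compared genotypes with DESeq2 (the submitters' processing notes name BWA, HTSeq and DESeq2 as well). The deposited values used here are the RPKM of each library, the authors' log2 fold changes and the authors' p-values with their adjusted values. Genes that oscillate during larval development were left out by the authors. The series' ChIP-seq libraries were not analysed here.

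Each gene's RPKM in a library is a whole number of reads times a step that depends on its length. The reads were recovered on this basis, with a tolerance of 0.002 reads, and 192 genes needed their reads raised by a common factor to give a whole length. Applied to simulated tables the recovery returned all reads of 97.7% of 15568 genes. Depth per library is given with the data. The gene models have a median length of 1224 bases. Sequence names were matched to symbols of the WBcel235 gene table for 15397 genes, and 171 were not matched. No coordinates of that table are printed, since its build differs from that of the values, and it was used only for names and for which genes neighbour each other.

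The main test was limma 3.58.1 in R 4.3.3, with a trend of the variance, on log2(RPKM + 0.5) after median-of-ratios scaling (size factors from 0.949 to 1.11). It covered the 9679 genes with a mean RPKM of at least 1 over the 6 libraries, all 3 genotypes in 1 fit with 3 residual and 4.01 prior degrees of freedom, two-sided, with Benjamini-Hochberg adjustment at 0.05. The study's thresholds (adjusted p under 0.001, fold above 1.5, mean RPKM above 1 in both genotypes) were applied to the same fit. The deposited values are RPKM, so a test on a log scale was the main result, and limma-voom on the recovered reads was an alternative. Tested on simulated data with 200 changed genes, it recovered 93 of 100 genes changed by 1 log2 unit in lin-35 against N2 and 94 of 100 in htz-1 against N2, and all 100 changed by 2 log2 units in each, with 18 and 21 unchanged genes called (8.53% and 9.77% of the calls, above the nominal 5%). The changed genes were drawn from those with a mean log2(RPKM + 0.5) above 2, so recovery of lower genes was not measured.

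Groups were tested with 27 gene lists fixed before the data were examined, which cover DREAM subunits, cell cycle, germline, chromatin, tissue, stress, immunity and metabolism genes, and with the L3 DREAM-8 list of Table S3. Each list with at least 3 tested genes was tested with camera (preset correlation 0.01, and an estimated correlation) and fry. With the preset correlation 28 tests of the fixed lists over both comparisons with N2 passed at an adjusted p under 0.05, and with an estimated correlation none did (3 residual degrees of freedom leave the estimate imprecise). Even the pathogen response list in lin-35, with a median log2 fold change of 4.51, did not pass that version. In lin-35 the estimates for the cyclin list (-0.02) and the innate immunity list (-0.01) lay below the preset 0.01. A failure with an estimated correlation therefore does not show that correlation between genes removes a result. Shares were compared with Fisher's exact test (scipy 1.17.1), and differences of medians with 10000 bootstrap draws over genes. These draws take genes as independent and keep the libraries fixed, so the intervals do not measure the spread between libraries. Unchanged groups were simulated in 100 draws of all 6 libraries, N2 included, from each gene's mean and fitted spread. Each gene was drawn on its own, and the N2 libraries as measured were not used as controls. The named genes are, for each mutant, the 10 largest rises and the 6 largest falls past the test with both mutant libraries beyond both N2 libraries and a mean RPKM above 1 in both genotypes, the 10 DREAM-8 genes with the largest change by the same rule, every gene the paper names, and up to 4 changed members of each list. Some of these values stand in the paper's Table S4 and had been seen. Other genes were chosen after their values were seen: pri-2, sep-1, the examples from Table S6, the chromosome V run, skr-3, cul-6 and drh-1 of the pathogen response list, and the single genes far lower in htz-1.

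Alternatives were the RPKM as deposited, quantile normalization, other pseudocounts (0.1 and 1), no filter, a replicate block, only the 2 genotypes compared, no variance trend, each library left out, the authors' p-values adjusted over the genes kept here, and limma-voom on the recovered reads, the last chosen after seeing the data. Where a library is left out, the lone library of that genotype is assumed to vary like the other genotypes. With 2 libraries per group, other splits of the samples and tests for outlying samples were not possible. The replicates of each genotype differed by more than sampling noise. Tables S6 and S7 and the all-genes sheet of Table S4 were held only in part, so no set test was run on them.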

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

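All the tests of the explanations below were chosen after the pattern was seen, apart from those on DREAM binding, on scaling, on DREAM-8 members of the cell cycle lists and on the genes inside the run, whose bounds were set before their result.

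Genes of the intracellular pathogen response, which C. elegans raises against microsporidia and virus and which the paper does not discuss, were the list with the largest change: in lin-35, 22 of 23 tested members (of 28 listed, of which 5 are not in the deposited table) rose and none fell (23 when adjusted over the list alone, and 20 higher with no filter), with a median log2 fold change of 4.51, and all 23 were higher in lin-35 than in htz-1, where 4 were higher and 4 lower (camera adjusted p = 2.52e-20 in lin-35, and adjusted p = 0.155 with an estimated correlation). A single library is argued against, since the median was 4.83 and 4.14 in the lin-35 libraries taken alone, while binding by DREAM stays open: 0% of the 4 members on the paper's list of genes higher in lin-35 carry a binding mark and 0 of the 23 are on the DREAM-8 list, but the other members called here are not on the former list, and the study's analyses of DREAM targets leave out downstream genes of operons. Most members belong to the pals family, whose similar genes may share reads: the 4 members outside it had a median of 0.78 (skr-3 0.61, cul-6 0.94, drh-1 0.53, eol-1 4.48) and all passed, but 1 of 4 did without N2 replicate 1, N2 replicate 2 or lin-35 replicate 1, so how many pals genes rose on their own cannot be told. An infection of the lin-35 cultures cannot be told apart from the genotype, because 22 members are higher in both lin-35 libraries and these are the only cultures of that genotype. An effect of the lin-35 genotype stays open as a hypothesis.

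Cell cycle genes rose in both mutants, and germ cells, which divide in L3 larvae, may be more numerous in either. In lin-35 the medians argue only against a like rise of the germline markers as a set. Markers of meiosis and P granules outside the DREAM-8 list had a median log2 fold change of -0.10 (44 genes). The cell cycle genes lay 0.99 above them (95% bootstrap interval 0.74 to 1.16). However, 9 of the 44 were higher, such as pgl-3 (4.17) and glp-1 (1.02), and none was lower at an adjusted p under 0.05 from limma. Markers of meiosis need not follow the number of dividing germ cells, so a larger share of these stays open. Body muscle markers were lower there (10 of 16, median -0.44). Intestinal markers were mixed, with 6 lower and 2 higher of 12 (median -0.31, camera adjusted p = 0.154). A shift between other tissues therefore stays open, untested. In htz-1 the difference was 0.15 (interval -0.05 to 0.26) with 13 of the 44 markers higher (3 without N2 replicate 1, 5 without N2 replicate 2, 5 without htz-1 replicate 2), so a larger share of germ cells and a rise within cells cannot be told apart there. Scaling was not tested by the other settings: the lower median of these genes in htz-1 under the RPKM as deposited and quantile normalization was 0.52, but these hardly moved the htz-1 values (median of all tested genes -0.00464, 0.00234 as deposited and -0.0107 under quantile normalization). Loss of repression at genes bound by all 8 DREAM members predicts a larger rise of DREAM-8 members in htz-1, and theirs was larger by 0.22 (interval 0.03 to 0.37). All these intervals take genes as independent and keep the libraries fixed. Members of a list can vary together (estimated correlation 0.39 for DNA replication), so the intervals may be too narrow and do not measure the spread between libraries. The 0.22 therefore has the predicted direction without deciding the question, and the share of germ cells stays open.

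Within a stretch of 28 listed genes on chromosome V, 5 genes (the run) were expressed in N2 and lower in all 4 mutant libraries. These genes, srbc-15, irld-53, Y19D10A.11, irld-35 and F56A4.12, had a median log2 fold change of -3.41 in lin-35 and -3.24 in htz-1. Their summed RPKM was 17.1 and 38.6 in N2 and between 1.25 and 1.71 in the mutants. A strain difference covering the run stays open: 0% of the 5 other genes between them with a mean RPKM of at least 1 in N2 were lower by over 2 log2 units in both mutants, but the run was chosen by nearly the same bound, which fixes that outcome, and of these 10 genes 8 were lower by over 1. A shared library batch is argued against for lin-35: the higher of the lin-35 sums was 7.76% of the N2 library with the same code in its label. irld-53 and irld-35, like Y19D10A.11 and F56A4.12, have nearly equal values and may share reads (the F56A4.12 call was lost in lin-35 without N2 replicate 2 or lin-35 replicate 1 and in htz-1 without htz-1 replicate 2), so that no biological explanation was reached.

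Other groups the paper does not discuss moved as lists with the preset correlation. Body muscle markers fell in lin-35 (10 of 16 lower, median log2 fold change -0.44, 12 over the list alone, camera adjusted p = 2.26e-05 and adjusted p = 0.3 with an estimated correlation), but 2 of 16 passed under quantile normalization, 2 without N2 replicate 2 and 6 without lin-35 replicate 1. Innate immunity genes rose in lin-35 (11 of 17, median 0.65, 11 higher and 2 lower over the list alone, adjusted p = 0.000169 and adjusted p = 0.146 with an estimated correlation), led by clec-85 (2.46) and dod-22 (2.20), and 6 passed without N2 replicate 1 or N2 replicate 2. Lipid metabolism genes fell in lin-35 (8 of 16, median -0.54, 2 higher and 9 lower over the list alone, adjusted p = 0.00198 and adjusted p = 0.146 with an estimated correlation). The largest falls were in maoc-1 (-1.95), fat-7 (-1.90, standard error 0.55) and daf-22 (-1.69), of which maoc-1 and daf-22 are peroxisomal beta-oxidation genes. In htz-1, genes of detoxification and oxidative stress rose (8 higher and 1 lower of 14, median 0.54, 8 and 1 over the list alone, adjusted p = 0.00658 and adjusted p = 0.292 with an estimated correlation), led by cyp-34A9 (2.65) and gst-4 (2.10), with 5 higher without N2 replicate 1. Heat shock and unfolded protein genes fell in htz-1 (5 of 9, median -0.88, 1 higher and 5 lower over the list alone, adjusted p = 0.00301 and adjusted p = 0.292 with an estimated correlation), led by hsp-110 (-2.06).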

How the results depend on the processing

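limma-voom on the recovered reads, quantile normalization for the list tests, the repeats of the tests of shares higher in htz-1 and, for the difference between the mutants, quantile normalization, a pseudocount of 1, no filter, no variance trend and leaving out each library were chosen after seeing the data. At an adjusted p under 0.05, the totals of genes changed in each mutant, of DREAM-8 genes higher in lin-35, of genes shared in the same direction and of DREAM-8 genes higher in both stayed within 1.5 times of the main values under the other settings that kept all libraries (limma-voom gave 2323 genes in lin-35 and 3087 in htz-1). Counts by direction moved further: as deposited, DREAM-8 genes lower in lin-35 went from 70 to 34 and genes lower in both from 577 to 344, and with the authors' p-values DREAM-8 genes lower in htz-1 went from 70 to 111 and genes lower in both to 925. Counts at the study's thresholds moved. For lin-35, htz-1, DREAM-8 genes higher in lin-35, genes shared in the same direction and shared DREAM-8 genes in turn, the main values were 289, 172, 57, 29 and 2. They became 144, 8, 26, 1 and 0 with no filter, 89, 2, 22, 0 and 0 without a variance trend, 184, 37, 35, 3 and 0 with only the 2 genotypes compared and 977, 1259, 120, 348 and 44 with the authors' p-values. Quantile normalization moved the last 2 to 13 and 1. With the replicate block the last 3 became 37, 18 and 0, and 2568 and 3391 genes passed at an adjusted p under 0.05 against 2300 and 3068. N2 and lin-35 libraries of the same number also share a code in their labels, whose meaning neither source gives, and the htz-1 codes differ. Deviations of same-numbered libraries correlated at 0.318 between N2 and lin-35, 0.0992 between N2 and htz-1 and 0.0162 between the mutants, and with 2 pairs whether they were paired stays open. With an estimated correlation 0 of the 28 list tests passed. The cause of these moves was not tested.

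Leaving out each library in turn gave 1111 to 2318 genes for lin-35 and 1166 to 3255 for htz-1 at an adjusted p under 0.05, and 19 to 196 and 0 to 49 at the study's thresholds. DREAM-8 genes higher in lin-35 ranged from 114 to 151 (3 to 38 at the study's thresholds), genes shared in the same direction from 341 to 944 (0 to 2), DREAM-8 genes higher in both from 24 to 81 (0 in each case), genes that differ between the mutants from 1479 to 2394 (main 2889) and list tests from 24 to 30. The htz-1 count at the study's thresholds was 0 without either N2 library. Alternatives with only the 2 genotypes compared or the authors' p-values give no value for the difference between the mutants. Of the named genes, 79 of 98 calls in lin-35 and 63 of 105 in htz-1 held without each library, and no sign of a called gene reversed. Median scaling set the split in lin-35 (1175 higher and 1125 lower, against 1781 and 592 as deposited).

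The deposited values are RPKM, and the reads recovered from them were tested with limma-voom; DESeq2 and edgeR were not run on them, nor was a DREAM-8 list from Table S4 marks, held for part of the genes. Of the 2000 genes of Table S7 held, out of 3269, 0 are in the deposited table, so leaving them out changes nothing.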

Differences from the paper's values

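Counts at the study's own thresholds were smaller with the limma test of RPKM than in the paper. The paper reports 963 misregulated genes in lin-35 and 1245 in htz-1, where 289 and 172 passed here. With limma-voom on the recovered reads, chosen after seeing the data, 339 and 204 passed, so the counts were smaller on reads as well. By direction, the paper's Table S4 lists hold 513 higher and 450 lower genes in lin-35 (193 and 96 here), 548 higher and 697 lower genes in htz-1 (74 and 98 here), and 143 higher and 197 lower in both mutants (9 and 20 here). The paper gives 136 misexpressed DREAM-8 genes in lin-35, or 28% of them, where 64 of 492 (13%) passed here, and gives 28% of htz-1 genes as also misexpressed in lin-35, where 16.9% were. Of the alternatives set before the data were examined, the authors' p-values adjusted over the genes kept here fall within 1.5 times of the paper for each of these values (977 and 1259 genes in lin-35 and htz-1), and none of the others that give a value do: the RPKM as deposited, quantile normalization, pseudocounts of 0.1 and 1, no filter, the replicate block, no variance trend, only the 2 genotypes compared, and each library left out (for the share of htz-1 genes, no value without either N2 library, where 0 htz-1 genes passed).

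By direction, 89.1% of the DREAM-8 genes passing in lin-35 were higher (the paper's value is 84%). Of the 29 genes passing in both mutants, 100% went in the same direction (the paper's value is 97%). Simulated unchanged groups with shared simulated controls gave 98% at an unadjusted p under 0.05, but of only 116 genes on average, where 2068 were observed. The 2 DREAM-8 genes passing as higher in htz-1 were both higher in lin-35 (100%, the paper's value is 89%). That 100% rests on 2 genes, and 3 other DREAM-8 genes passed as lower in htz-1, so that 40% of those changed were higher. With the authors' p-values 51 DREAM-8 genes were higher and 26 lower in htz-1, and 44 were higher in both mutants. The paper's text counts 484 DREAM-8 genes, and 492 genes of its list are in the deposited table.

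The paper presents lin-9 and polh-1 among direct DREAM targets. Both rose in lin-35 at an adjusted p under 0.05 from limma, with log2 fold changes of 1.47 and 1.84, but neither carries a binding mark in Table S4 or stands on the L3 list of Table S3, while hcp-6 does both. The supplement leaves genes near regions bound by many factors, and downstream genes of operons, out of its analyses of DREAM-associated genes, so a missing mark does not show that binding is missing.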

Other observations

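Germline genes changed unevenly. In lin-35, a few meiotic and P granule genes rose strongly while their lists did not: him-3, an axis protein of meiotic chromosomes (log2 fold change 2.96, standard error 0.20), the synaptonemal gene syp-1 (2.46, standard error 0.10), coh-3 (1.51, standard error 0.14), pgl-1 (1.81, standard error 0.13) and mes-4 (1.64, standard error 0.11). Of 23 meiosis genes, 4 were higher in lin-35 and 8 in htz-1 at an adjusted p under 0.05 from limma, with none lower (4 and 8 over the list alone; 2 and 0 lower at an unadjusted p under 0.05, 0 with limma-voom). The 8 became 1, 3, 5 and 2 without N2 replicates 1 and 2 and htz-1 replicates 1 and 2, and 3 were lower in lin-35 without lin-35 replicate 2. The camera test passed in htz-1 (adjusted p = 0.00042, and adjusted p = 0.513 with an estimated correlation). Of 22 P granule and germline RNA genes, 5 were higher and 1 lower in lin-35 and 5 were higher in htz-1 (5 and 1, and 3, over the list alone), with camera adjusted p = 0.00464 in htz-1 and adjusted p = 0.559 with an estimated correlation. The 5 in htz-1 became 2 without N2 replicate 1 or N2 replicate 2 and 3 without htz-1 replicate 2, and 5 were lower in lin-35 without lin-35 replicate 2. Of 17 oogenesis genes, 2 were higher and 1 lower in lin-35 and 1 and 1 in htz-1 (2 and 1, and 0 and 1, over the list alone), with lin-41 lower in both (-0.97 and -1.45), its lin-35 call lost without any of the N2 or lin-35 libraries. Small RNA pathway genes were higher in lin-35 for 10 of 31, with 1 lower, and in htz-1 5 were higher and 4 lower (10 and 1, and 5 and 4, over the list alone). The nuclear Argonaute gene hrde-1 rose by 2.86 (standard error 0.10) in lin-35. The 10 became 5 without N2 replicate 1 or N2 replicate 2 and 6 without lin-35 replicate 2, and in htz-1 3 were higher and 1 lower without N2 replicate 1, N2 replicate 2 or htz-1 replicate 2. In lin-35 the list's camera adjusted p was 0.0115, with adjusted p = 0.146 with an estimated correlation. Neither of the 2 spermatogenesis genes tested passed in either mutant (0 over the list alone; 1 lower in lin-35 at an unadjusted p under 0.05 in limma), and 0 of 6 yolk genes were tested.

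Chromatin, tissue and metabolic lists gave smaller changes. Of 21 synMuv and heterochromatin genes, 6 rose in lin-35 (3 without N2 replicate 1 or N2 replicate 2), and in htz-1 2 were higher and 1 lower (6, and 1 and 0, over the list alone; camera adjusted p = 0.0204 in lin-35, and adjusted p = 0.388 with an estimated correlation). Of 16 ribosome biogenesis genes, 2 fell in lin-35 and 7 fell and 1 rose in htz-1 (1, and 8 and 1, over the list alone; adjusted p = 0.0154 and 0.0438, and adjusted p = 0.388 and 0.543 with an estimated correlation), with the fibrillarin gene fib-1 at -0.60 (not past the test under quantile normalization) and -0.55. The 7 became 2 without N2 replicate 1, N2 replicate 2 or htz-1 replicate 2. Of 28 neuronal genes, 2 were higher and 2 lower in lin-35, and 1 was higher and 6 lower in htz-1, led by the syntaxin gene unc-64 (-0.74, standard error 0.12), with 0 and 0, and 1 and 6, over the list alone (adjusted p = 0.00654 in htz-1, and adjusted p = 0.328 with an estimated correlation). The 6 became 2, 3 and 3 without N2 replicate 1, N2 replicate 2 and htz-1 replicate 2. Of 12 intestinal genes, 2 were higher and 6 lower in lin-35 and 1 and 5 in htz-1 (3 and 6, and 2 and 5, over the list alone), with the aspartyl protease gene asp-3 at -0.84 in lin-35. The 6 lower in lin-35 became 3 without any of the N2 or lin-35 libraries, and the 5 in htz-1 became 1 without N2 replicate 1 and 3 without N2 replicate 2, htz-1 replicate 1 or htz-1 replicate 2. Of 5 developmental timing genes, lin-41 was lower in lin-35 and lin-41 and daf-12 in htz-1 (1 lower, and 1 higher and 2 lower, over the list alone). Neither of the 2 pharyngeal genes passed in either mutant (0 over the list alone; 1 higher in htz-1 at an unadjusted p under 0.05 in limma). In htz-1, 8 of 17 innate immunity genes were higher (8 higher and 1 lower over the list alone), led by lys-3 (3.13, standard error 0.23; 4 higher without N2 replicate 1), and 1 of 16 lipid genes was higher and 7 were lower (1 and 7 over the list alone). Of 16 muscle genes in htz-1, 2 were higher and 1 was lower (1 and 1 over the list alone). In lin-35, 3 of 9 heat shock and unfolded protein genes were lower (4 over the list alone; 2 higher and 2 lower under quantile normalization, where the median turned from -0.32 to 0.07) and, of 14 detoxification genes, 2 were higher and 6 lower (2 and 7 over the list alone). In htz-1 the pathogen response list had 4 higher and 4 lower members over the list alone as well, and over all genes 1 and 0 without N2 replicate 1, 2 and 2 without N2 replicate 2 and 2 and 0 without htz-1 replicate 2. Of the 3 RNA-FISH genes tested, all 3 rose in lin-35 (3 over the list alone; adjusted p = 0.000247, and adjusted p = 0.146 with an estimated correlation), and hcp-6 (0.59) and lin-9 (0.79) rose in htz-1 (2 over the list alone; adjusted p = 0.0438, and adjusted p = 0.292 with an estimated correlation), with the hcp-6 call lost without N2 replicate 1 or N2 replicate 2 and the lin-9 call without N2 replicate 1. Of the DREAM subunits in htz-1, lin-9, lin-52 (0.66), dpl-1 (0.47) and lin-53 (0.33) were higher and none was lower (4 over the list alone, 0 lower at an unadjusted p under 0.05), and 0, 1 and 1 passed without N2 replicate 1, N2 replicate 2 and htz-1 replicate 2.

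Genes on the X chromosome rose less often than autosomal genes in lin-35: 81 of 1319 (6.14%) against 1083 of 8275 (13.1%), with an odds ratio of 0.434 (Fisher's exact test, two-sided p = 1.52e-14), while 175 and 946 were lower. In htz-1 the odds ratio for rises was 0.859 (Fisher's exact test, two-sided p = 0.0827). As deposited, the odds ratio in lin-35 was 0.544, and under quantile normalization 0.313.

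Some single genes were far lower in htz-1 than in lin-35, at an adjusted p under 0.05 from limma for the difference, and these were named after their values were seen. Y49E10.16 was at 27.2 and 27.8 RPKM in N2 and 1.23 and 0.729 RPKM in htz-1, lin-7 at 12.5 and 10.4 RPKM and 0.555 and 0.388 RPKM, and aps-3 at 24.5 and 24.3 RPKM and 2.07 and 2.19 RPKM. W02H5.2, a DREAM-8 gene, had a log2 fold change of -3.36 in htz-1 and 0.20 in lin-35. Although the htz-1 transcript differed between the 2 htz-1 libraries, other changes were of like size in both: the 88 genes lower by over 2 log2 units in replicate 2 had a median of -2.40 there and -2.33 in replicate 1, and the 109 genes higher by over 2 had medians of 2.52 and 2.15. Both libraries were set against the same N2 libraries, so part of this likeness may come from the shared controls.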
